# Association of tamoxifen resistance and lipid reprogramming in breast cancer

**DOI:** 10.1186/s12885-018-4757-z

**Published:** 2018-08-24

**Authors:** Susanne Hultsch, Matti Kankainen, Lassi Paavolainen, Ruusu-Maaria Kovanen, Elina Ikonen, Sara Kangaspeska, Vilja Pietiäinen, Olli Kallioniemi

**Keywords:** Tamoxifen resistance, Breast cancer, Lysosomal membrane permeabilization, RNA-sequencing, Drug sensitivity and resistance testing

## Abstract

**Background:**

Tamoxifen treatment of estrogen receptor (ER)-positive breast cancer reduces mortality by 31%. However, over half of advanced ER-positive breast cancers are intrinsically resistant to tamoxifen and about 40% will acquire the resistance during the treatment.

**Methods:**

In order to explore mechanisms underlying endocrine therapy resistance in breast cancer and to identify new therapeutic opportunities, we created tamoxifen-resistant breast cancer cell lines that represent the luminal A or the luminal B. Gene expression patterns revealed by RNA-sequencing in seven tamoxifen-resistant variants were compared with their isogenic parental cells. We further examined those transcriptomic alterations in a publicly available patient cohort.

**Results:**

We show that tamoxifen resistance cannot simply be explained by altered expression of individual genes, common mechanism across all resistant variants, or the appearance of new fusion genes. Instead, the resistant cell lines shared altered gene expression patterns associated with cell cycle, protein modification and metabolism, especially with the cholesterol pathway. In the tamoxifen-resistant T-47D cell variants we observed a striking increase of neutral lipids in lipid droplets as well as an accumulation of free cholesterol in the lysosomes. Tamoxifen-resistant cells were also less prone to lysosomal membrane permeabilization (LMP) and not vulnerable to compounds targeting the lipid metabolism. However, the cells were sensitive to disulfiram, LCS-1, and dasatinib.

**Conclusion:**

Altogether, our findings highlight a major role of LMP prevention in tamoxifen resistance, and suggest novel drug vulnerabilities associated with this phenotype.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-018-4757-z) contains supplementary material, which is available to authorized users.

## Background

Approximately two thirds of breast cancers are estrogen receptor (ER) positive. As the receptor stimulates proliferation of mammary epithelial cells, it is also an important target in anti-hormonal cancer therapy. One of the most prescribed ER antagonists for first line therapy is tamoxifen that has helped millions of women since its discovery 50 years ago [1]. However, de novo or acquired drug resistance towards tamoxifen is a notable problem and the later affects approximately 40% of patients receiving tamoxifen [2]. Resistance mechanisms involve alterations in the direct targets of tamoxifen [3–6], as well as activation of alternative signaling pathways [7] among others [2, 8].

In addition to its intended anti-cancer effects, tamoxifen is known to have both direct and indirect effects on the cellular lipid metabolism. It has been shown to reduce blood cholesterol levels [9] and to be protective against cardiovascular diseases [10]. However, approximately 43% of the patients treated with tamoxifen develop hepatic steatosis, including the accumulation of neutral lipids to lipid droplets in hepatic cells [11]. Tamoxifen can regulate the lipid balance e.g. by binding to the microsomal antiestrogen binding sites (AEBS), which are associated with cholesterol metabolism [12]. This mechanism has been linked to control cell growth, differentiation and apoptosis in the presence of reactive oxygen species (ROS) and has been established as another mode by which tamoxifen induces cytotoxicity [13, 14].

On the other hand, reprogrammed metabolism is one hallmark of cancer cells [15] and has recently been suggested as a new mode of drug resistance in cancer therapy [16, 17]. The metabolic intermediates can supply cancer cells with membrane phospholipids, with energy through the β-oxidation pathway or with pro-tumorigenic lipid-signaling molecules such as lysophosphatidic acid [18]. Some studies even suggested a role of cholesterol metabolism in tamoxifen resistance [19] and Borgquist et al. showed an improved clinical outcome for ER-positive breast cancer patients receiving cholesterol-lowering medication during their adjuvant endocrine therapy [20].

In the present study, we have delineated mechanisms underlying tamoxifen resistance by extending our drug screening and exome sequencing analyses on tamoxifen-resistant cell lines [21] by performing RNA-sequencing on the tamoxifen-resistant and their isogenic, tamoxifen-sensitive parental cell lines, and searched for genes and pathways that may be involved in the acquired resistance. Differential gene expression and pathway analysis confirmed that endocrine resistance is not triggered by one common mechanism but involves several functional pathways, depending on the cell type [21]. Through the integration with public data [22], the usefulness of our breast cancer cell line model was assessed and the relevance of the identified transcriptomic alterations verified in this patient cohort. By focusing on the isogenic T-47D cell variants, we showed that genes in the cholesterol pathway were differentially expressed between tamoxifen-sensitive and tamoxifen-resistant cells. These results were supported by a striking accumulation of lysosomal cholesterol upon tamoxifen treatment, increased neutral lipid amounts after the development of resistance. Markedly, tamoxifen treated cells were also found to be less prone to lysosomal membrane permeabilization, suggesting that altered lysosomal integrity may confer resistance to tamoxifen. Finally, using high-content phenotypic drug sensitivity profiling of 33 drugs targeting lipid metabolism as well as inducing lysosomal membrane leakage, we identified drug candidates for overwriting the tamoxifen resistance and potentially being beneficial for breast cancer patients unresponsive to tamoxifen.

## Methods

### Cell culture

The development, characterization and culturing of the tamoxifen-resistant and their isogenic parental cell lines has been published previously [21]. In brief, MCF-7 and BT-474 were grown in DMEM with L-Glutamine (PAN Biotech). ZR-75-1 and T-47D were cultured in RPMI-1640 with L-Glutamine (PAN Biotech). Culture media were supplemented with 10% FCS (Gibco) and 1% penicillin/streptomycin (Gibco) and in the case of T-47D, MCF-7 and BT-474 0.1% bovine insulin (Sigma) was added. If not otherwise stated, the parental cell lines (luminal A: MCF-7, T-47D, ZR-75-1, luminal B: BT-474) [23] were cultured without tamoxifen and the tamoxifen-resistant cell lines, marked with Tam throughout this study (MCF-7 Tam1, T-47D Tam1 & Tam2, ZR-75-1 Tam1 & Tam2, BT-474 Tam1 & Tam2) were supplemented with 1 μM 4-OH-tamoxifen in ethanol (Sigma). Cells were incubated at 37 °C with 5% CO_2_.

### RNA-sequencing and data analysis of cell line data

RNA isolation, library preparation, sequencing, and data-analysis were done as explained in Kumar A et al. [24]. Briefly, total RNA was isolated using miRNeasy kit (Qiagen) and its quality was controlled by using the Agilent Bioanalyzer with the RNApico chip (Agilent). Qubit RNA-kit (Life Technologies) was used to quantitate RNA amount per sample. The strand-specific paired-end RNA-sequencing library was prepared then with ScriptSeq™ Complete kit for human/mouse/rat (Illumina). The library preparation included the ribodepletion of rRNA from 1 μg of total RNA and generation of double stranded cDNA by revers transcription with random hexamers for generation of cDNA. SPRI beads (Agencourt AMPure XP) were used to purify the libraries and to remove fragments less than 200 bp in length. The mean fragment size ranged from 300 to 400 nucleotides. The library quality was evaluated on the High Sensitivity chip by Agilent Bioanalyzer (Agilent). The paired-end sequencing was performed using the Illumina HiSeq 2000 (Illumina) instrument according to the manufacturer’s instructions.

RNA-sequencing data analysis was performed as described in detail in Kumar et al. [24] and included pre-processing of read data, gap-aware alignment of the read data to the human reference genome (Ensembl GRCh38) with the guidance of the EnsEMBL reference gene models (EnsEMBL v80), read summarization against EnsEMBL v80 gene features, and identification of fusion genes. Fusion genes were detected using FusionCatcher, which was applied to raw, un-processed read files with default parameters [25]. The raw and processed sequencing data have been deposited in the GEO database [GEO: GSE111151].

### Integration of public and cell-line transcriptomic data and differential expression analysis

Public patient transcriptome data [22] was downloaded from GEO database [26] and analyzed as cell line sequencing data, but using the EnsEMBL v82 gene features in all steps. Alignment files were combined with alignment files from the cell-line samples and count estimates were generated against EnsEMBL v82 gene features using subreadR [27]. Count data was then assigned to EnsEMBL information using biomaRt [28], normalized using the trimmed mean of M-values (TMM) method [29], converted to CPM (counts per million) estimates using edgeR [30], corrected for the batch effect associated with the study origin using limma [31], and filtered for lowly expressed features showing log2 expression ≤1 in over half of samples. Default parameters were used. In the lack of biological replicates, differentially expressed genes were identified as those with a log2 ratio of > = |1| and CPM difference of > = |10| against its matched parental cell line. Further, we used Enricher [32, 33] with the list of differentially expressed genes to determine pathways that were involved in the development of tamoxifen resistance for each parental vs. resistant cell line comparison. Pathways with an adjusted *p*-value less than 0.001 (1E-3) were accepted as significantly altered. Log2 ratios of differentially expressed genes of the cell lines were visualized using heat maps. In the heat map analysis, genes and samples were ordered using unsupervised complete linkage clustering with Euclidean distance measure [21]. Patient and cell line data was visualized using principle component analysis and heat maps as described above using biomaRt to extract cholesterol genes under the reactome.ID R-HSA-191273.

### Measurement of triglycerides and cholesterol esters

Parental and resistant T-47D cells were plated on 6-well plates and grown in their default media +/− 1 μM 4-OH-tamoxifen for 72 h in triplicates. The cells were scraped into 2% NaCl and the subsequent lipid extraction was based on the Bligh and Dyer method [34]. Cell lysates were also examined for protein amount. Free cholesterol, cholesterol esters and triglycerides were resolved on thin layer chromatography plates using hexane/diethyl ether/acetic acid (80∶20∶1) as the mobile phase prior to the visualization of lipids by charring. The lipid bands were quantified by ImageJ [35] from scanned plates and the lipid amounts were determined based on the standard curves for triglycerides, cholesterol esters and free cholesterol.

### Immunofluorescence staining and western blotting

Parental and resistant T-47D cells were seeded on coverslips and grown in the default media +/− tamoxifen for 72 h. Cells were fixed with 4% paraformaldehyde for 20 min at room temperature, and permeabilized with 0.3% Triton X-100 for 5 min, followed by 30 min blocking with 3% BSA-PBS at 37 °C. The primary and secondary antibodies were diluted in 1% BSA-PBS and consecutively incubated for 60 and 30 min at 37 °C. For detection of free cholesterol, cells were stained with 0.05% filipin (Sigma) [36] in 10% FBS–PBS blocking solution for 30 min at 37 °C. Antibodies were prepared in 5% FBS-PBS and incubated as described above. Nuclei were stained with DRAQ5 (Biostatus). For detecting lipid droplets, LipidTOXGreen neutral lipid stain (ThermoFisher Scientific) [37, 38] was diluted 1:200 in PBS to stain freshly fixed coverslips following the manufactures protocol and detecting the nuclei with Hoechst. Stained coverslips were mounted with Prolong Gold anti-fade reagent (Invitrogen) and imaged with a Nikon 90i microscope (Nikon). For Western blotting, cells were grown on 10 cm dishes, and lysed in Laemmli buffer. Immunoblotting was performed as previously described [39] using the Odyssey Blocking Buffer (Licor) for blocking and the antibody dilutions. Information about the antibodies and their dilution used for immunofluorescence as well as Western blotting is available at Additional file 1.

### Lysosomal membrane permeabilization (LMP) assay

In order to measure the integrity of lysosomal membranes, we performed the detection of damaged lysosomes by galectin-1 and -3 translocation according to the previously published protocol [40]. We first established that galectin-3 was in our cell lines a more reliable marker to detect its translocalization to the lysosomes compared to galectin-1. We then seeded 2000 cells/well of T-47D, T-47D Tam1 and Tam2 on PE Cell-Carrier 384-well plate +/− 1 μM 4-OH-tamoxifen. After 72 h incubation, 1 mM LLMOe was added as LMP induction control and incubated for 1 h. Cells were then fixed with 4% PFA and stained with galectin-3 detected with Alexa 568 (461 nm), ceruloplasmin as cell segmentation marker detected with Alexa 488 (488 nm, Additional file 1) and Hoechst (405 nm) for detection of the nuclei. Sixteen fields-of-view were acquired with the two sCMOS cameras (2160 × 2160 pixels) containing Opera Phenix HCS system (PerkinElmer) in a widefield mode with the 40× water immersion objective (NA 1.1). Exposure time and laser power were kept constant for each individual staining across different cell lines and conditions. We utilized the Columbus Image Data Storage and Analysis System (PerkinElmer) to analyze the multi-channel images. First, the images were preprocessed to correct non-uniform illumination. Next, individual nuclei were segmented from the Hoechst channel. The minimum area of a nucleus was set to 30 μm^2^ to remove the detection of debris in the image background. Starting from the detected nuclei, the segmented regions were propagated to cover cell cytoplasm stained with ceruloplasmin. The cells that touched the image border were discarded. Finally, spot detection was used to segment galectin-3 stained spots. The maximum radius of the spots was set to 1 μm. We defined cells with more than 1 spot as galectin-3 positive to exclude false positive detection. Further, we calculated the percentage of galectin-3 positive cells and the average spots per cell.

### Drug sensitivity and resistance testing (DSRT) and high-content phenotypic drug profiling

Thirty-three compounds that target lipid and cholesterol metabolism, or induce LMP, were selected for the DSRT by literature and vendor research (Additional file 2). As in the previous DSRT screens [21, 41], the dissolved drugs were transferred in five different concentrations covering a 10,000-fold concentration range into 384-well plates in duplicates mirrored after column 12. One thousand, five-hundred cells of T-47D parental, Tam1, and Tam2 cells were then seeded into the wells in normal growth media on columns 1–12 of each plate and in media supplemented with 1 μM 4-OH-tamoxifen on columns 13–24. The cells were then incubated for 72 h at 37 °C and cell viability was measured by CellTiter-Glo (CTG) Cell Viability Assay (Promega) with the PHERAstar plate reader. Data was normalized to negative (0.1% DMSO only) as well as positive (100 μmol/l benzethonium chloride) controls, logistic dose response curves fitted using the Marquardt-Levenberg algorithm, and Drug Sensitivity Score (DSS) calculated as described previously [42], and implemented in the in-house bioinformatics analysis pipeline Breeze.

For the high-content phenotypic drug profiling, plates were fixed with 4% PFA-PBS after incubation with drugs for 72 h, and stained with LipidTOXGreen neutral lipid stain (ThermoFisher Scientific) diluted 1:200 in PBS and Hoechst for nuclei detection. Twenty-five fields-of-view per well were acquired with the PE Opera Phenix HCS system (PerkinElmer) in a confocal mode with the 40× water immersion objective (NA 1.1). Exposure time and laser power were kept constant for each individual staining across different cell lines and conditions. Images were analyzed using a custom pipeline to measure LipidTOXGreen signal and image-based DSS based on cell counts. Images were preprocessed by applying flatfield correction using CIDRE method [43], and then stitching corrected 25 fields-of-view images to a single image of a well for each channel. The stitching was done to enable the analysis of cells crossing internal borders of images. The stitching produced images of approximately 10400^2^ pixels in size which were resampled to 5200^2^ pixels to reduce computational capacity needed for image analysis. Images were analyzed with CellProfiler 2.2.0 [44]. First, nuclei were segmented from the Hoechst channel using Otsu thresholding followed by separation of touching nuclei with watershed transform on distance transformed image. LipidTOXGreen channel was segmented using adaptive Otsu thresholding and propagation outwards from individual nuclei. The LipidTOXGreen signal was measured in segmented regions for each individual cell. Logistic dose response curves were fitted to cell counts to calculate image-based DSS in Breeze.

### Statistical analysis

For all experiment that were at least done in triplicates the values were expressed as mean ± SD. One way ANOVA was performed on the mean of each measurement followed by Tukey test to enable multiple comparisons between groups. Statistically significance was accepted as *p* < 0.05. All comparisons of the measurement of triglycerides, free cholesterol and cholesterol esters, LMP assay, and LipidToxGreen staining can be found in Additional file 3.

## Results

### Each tamoxifen-resistant cell line develops its individual gene expression and fusion gene profile

RNA-sequencing was performed to detect differentially expressed genes and pathways between parental and resistant cell lines. 

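Total RNA was sequenced from 4 parental breast cancer cell lines and from 7 tamoxifen-resistant variants of them, with 1 library per parental line and per variant. MCF-7, T-47D and ZR-75-1 are estrogen receptor positive lines of the luminal A subtype, and BT-474 is a luminal B line with an amplified ERBB2, the gene of the HER2 receptor. MCF-7 gave the variant Tam1, and each of the other lines gave the variants Tam1 and Tam2. The resistant cells were cultured with 1 µM 4-OH-tamoxifen, the active metabolite of tamoxifen, and the parental cells without it, so every comparison holds both the resistance and the drug in the medium. The deposited gene counts summed to 46929605 to 54675181 in the parental libraries (median 49339831.5) and to 30857748 to 75013457 in the resistant ones (median 57324255). The paper gives the depth as filtered reads (Additional file 4), and all values added here rest on the summed gene counts. The libraries were strand-specific and paired-end and were made after depletion of ribosomal RNA. The authors aligned the reads to GRCh38 with STAR 2.3.0e, guided by Ensembl gene models, and counted them per Ensembl gene with subread. From these whole counts, CPM values were computed with TMM factors of edgeR 4.0.16 over the 11 libraries, and log2 values with a prior count of 0.25. The authors' correction between cell lines and tumours and their low expression filter were not applied. A variant passed the study's rule for a gene when its log2 ratio to its own parental line was at least 1 in size and its CPM differed by at least 10. This rule is not a test, as no variant has a replicate library, and ratios of single libraries are given with exact (Clopper-Pearson) 95% intervals that cover counting error only. For a test, Tam1 and Tam2 of a line were taken as replicates in a fit of all 11 libraries with edgeR's quasi-likelihood test, called the pooled fit. It compared resistant with parental cells in 8 groups over 30374 genes, with 3 residual degrees of freedom, and assumed that the parental lines and MCF-7 Tam1 vary as the pairs of variants do. Adjusted p values are Benjamini-Hochberg values, and 0.05 was the threshold. A standard error given here is the size of the log2 fold change divided by the square root of the test's F value. It was derived from the test and not estimated separately, so it need not cover the counting error of genes with few counts. The 36 gene lists were fixed before the data were examined, with gene names of the paper's figures and Additional file 8 already seen. Additional file 8 names genes that changed in these same libraries, so the lists were not written blind to the result. They were tested with camera at a preset correlation of 0.01. Every list call named here was lost with an estimated correlation, whose adjusted p stands beside it.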

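The RNA of BT-474 was high in ERBB2, the gene of HER2. ERBB2 had at least 1472 CPM in each of the 3 BT-474 libraries and at most 182 CPM in the 8 libraries of the other lines. All 11 libraries were closest to a library of their own cell line, with correlations of 0.935 to 0.976 across genes within a line and at most 0.857 between lines (genes are not independent replicates). MT-RNR1 and MT-RNR2, the ribosomal RNA genes of the mitochondrion, took 23.7 to 42.0% of the counts in the parental libraries and 32.3 to 51.3% in the resistant ones. Their share was higher than in the parental line in 6 of 7 variants, and in T-47D Tam1 it was 32.3% beside 32.4%. Protein-coding genes held 41.6 to 68.3% of the counts. Genes with at least 1 count numbered 33591 in BT-474 Tam2, the library with the lowest total, to 36981 in parental BT-474, with a median of 34989. A count of 0 allows up to 0.0483 to 0.103 CPM, depending on the library.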

Between 85 and 181 million filtered reads were obtained per sample (Additional file 4), providing means to obtain expression estimates between 33,600 and 37,000 genes per sample. We determined differential gene expression as log2 change of >|1|, and the difference of gene expression > |10| CPM between the resistant clone and its isogenic parental cell line (see Methods). 

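In the resistant T-47D cells, the largest changes included PTPRM, a receptor tyrosine phosphatase, which rose from 0.0842 CPM to 60.8 in Tam1 and 44.5 in Tam2 (log2 fold change 9.25, standard error 0.49, adjusted p = 4.8e-05). CXCR4, the receptor of the chemokine CXCL12, rose from 0.135 CPM to 16.1 and 22.6 (log2 fold change 7.14, adjusted p = 0.000149). SPINK13, a Kazal-type protease inhibitor, fell from 117.4 CPM to 0.268 and 0.0808 (log2 fold change -9.34, adjusted p = 6.67e-05). PGR, the progesterone receptor and a classical estrogen receptor target, fell from 1341 CPM to 13.0 and 54.5 (log2 fold change -5.31, adjusted p = 0.00221). In MCF-7 Tam1, CRABP2, a carrier of retinoic acid, fell from 91.7 to 0.505 CPM (log2 fold change -7.50, standard error 0.60, adjusted p = 0.00113). PTPRB, a receptor tyrosine phosphatase of vascular cells, had no count in parental MCF-7 and 23.3 CPM in Tam1, at least 483-fold higher against a floor of 3 counts (adjusted p = 0.00153). The study's rule took 1274 genes in MCF-7 Tam1, 1087 in T-47D Tam1 and 988 in T-47D Tam2. It took 171 in ZR-75-1 Tam1, 102 in ZR-75-1 Tam2, 184 in BT-474 Tam1 and 242 in BT-474 Tam2. Of these, 1152, 993, 903, 152, 90, 153 and 216 were protein-coding, in the same order. In the pooled fit, 1037 genes changed in T-47D, 659 in MCF-7, 4 in ZR-75-1 and 13 in BT-474, out of 5322, 5244, 1302 and 1789 with an unadjusted p under the threshold. Simulated variants with no changed gene, which spread as the Tam1 and Tam2 pairs of the pooled fit do, passed the study's rule for 141 genes in T-47D, 138 in ZR-75-1 and 133 in BT-474. The tested counts rest on single libraries and on 1 spread shared by all lines, which the simulated counts use as well. Its biological coefficient of variation was 0.259, and 0.18 without either T-47D variant. The counts for ZR-75-1 and BT-474 thus depend on how far T-47D Tam1 and Tam2 differ. The coefficient was 0.277 without either ZR-75-1 variant and 0.294 without either BT-474 variant. The shared spread may thus be too narrow for T-47D, which would make its tested count too high and its p values too small. Without T-47D Tam1 or Tam2, T-47D had 2649 or 3463 genes, MCF-7 3327 or 3363, ZR-75-1 162 or 170 and BT-474 409 or 442. Without ZR-75-1 Tam1 or Tam2, T-47D had 550 or 564, MCF-7 244 or 249, ZR-75-1 0 and BT-474 2. Without BT-474 Tam1 or Tam2, T-47D had 446 or 464, MCF-7 182 or 181, and ZR-75-1 and BT-474 had 0.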

Using this filtering, we identified > 1200 differentially expressed genes in MCF-7- and T-47D-derived cells, and < 400 genes in BT-474- and ZR-75-1-derived cells. 

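Genes passing the study's rule with TMM factors were mostly higher in T-47D and mostly lower in MCF-7. In T-47D Tam1 696 were higher and 391 lower, and in T-47D Tam2 682 were higher and 306 lower. MCF-7 Tam1 had 515 higher and 759 lower genes. The ZR-75-1 variants had 117 and 47 higher and 54 and 55 lower genes, and the BT-474 variants 119 and 126 higher and 65 and 116 lower. The share that was higher was 40.4% in MCF-7 Tam1, 64.0% and 69.0% in T-47D, 68.4% and 46.1% in ZR-75-1, and 64.7% and 52.1% in BT-474. Its mean was 57.8%, and it was above 50% in 5 of the 7 variants. This balance turned in some settings. With no normalization factor, 610 genes were higher and 611 lower in T-47D Tam1 and 417 and 788 in T-47D Tam2, and the mean share was 25.1%. In MCF-7 Tam1, 768 were higher and 664 lower when genes and library totals were taken from protein-coding genes, and 1868 and 1628 with no minimum CPM difference and a log2 CPM above 0 in at least 1 of the 2 libraries. In the resistant BT-474 cells, SLIT1, a secreted axon guidance ligand, rose from 2.07 CPM to 21.4 and 22.9 (log2 fold change 3.42, adjusted p = 0.0255). TCN1, a vitamin B12 binding protein, fell from 199.7 CPM to 4.01 and 6.64 (log2 fold change -5.24, adjusted p = 0.00576). In the resistant ZR-75-1 cells, ITPRIPL2, a membrane protein gene, rose from 2.38 CPM to 18.5 and 13.8 (log2 fold change 2.76, adjusted p = 0.0423). With either variant of the gene's own line left out, the adjusted p was 0.163 and 0.359 for SLIT1, 0.0899 and 0.13 for TCN1, and 0.337 and 0.157 for ITPRIPL2. Without a ZR-75-1 variant SLIT1 had 0.12 and 0.113, and without a BT-474 variant ITPRIPL2 had 0.209 and 0.183.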

On average 59% of differentially expressed genes were upregulated in the majority of resistant cell lines (Table 1). 

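Both resistant T-47D variants changed in the same direction for genes such as AREG, a ligand of the EGF receptor that estrogen induces, which fell from 38.2 CPM to 1.88 and 0.586 (log2 fold change -4.94, adjusted p = 0.00125). EGLN3, an oxygen-sensing prolyl hydroxylase, rose from 0.488 CPM to 43.0 and 39.3 (log2 fold change 6.39, adjusted p = 6.67e-05). In T-47D, 537 of the 1538 genes that passed the study's rule in either variant passed it in both, 34.9%. Of these, 341 were higher in both, 192 were lower in both and 4 had opposite directions. The shared genes were 49.4% of the Tam1 genes and 54.4% of the Tam2 genes. In BT-474, 117 of 309 genes were shared, 37.9%, with 64 higher, 53 lower and 0 opposite. In ZR-75-1, 46 of 227 were shared, 20.3%, with 16 higher, 27 lower and 3 opposite. Independent lists of these sizes would share 52.2 higher and 13.2 lower genes in T-47D, 1.8 and 0.9 in BT-474, and 0.6 and 0.3 in ZR-75-1. Both variants were compared with 1 parental library, which alone makes lists overlap. Simulated variants with no changed gene, compared with a common simulated parental library, shared 7% in T-47D, 6.8% in BT-474 and 7.3% in ZR-75-1 of the genes they passed. Across genes, the log2 ratios of Tam1 and Tam2 had a correlation of 0.648 in T-47D, 0.574 in BT-474 and 0.536 in ZR-75-1, beside 0.48, 0.418 and 0.521 in the simulations, and a covariance of 1.442, 0.657 and 0.586, beside 0.425, 0.385 and 0.511. By these measures ZR-75-1 lay closest to the simulations, which used 1 spread for all lines. The biological coefficient of variation of the pooled fit was 0.259, and 0.18 without either T-47D variant. The shared spread may thus be too wide for ZR-75-1 and too narrow for T-47D. Simulated ZR-75-1 variants passed the rule for 138 genes, beside 171 and 102 in Tam1 and Tam2. Closeness to these simulations therefore does not show that no gene changed in ZR-75-1.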

Interestingly, only about 35% of altered genes in T-47D as well as BT-474, and only 24% in ZR-75-1 were shared between the resistant cells derived from the same parental cell line (Additional file 5: Figure S1A). Additionally, no common differentially expressed genes were identified, highlighting that each of the cell lines had developed resistance through a distinct molecular pattern (Fig. 1a and b). Nevertheless, common genes (*SERPINA1, PLXDC2, NAV1*, *DOCK10* and *LRP1*) with altered expression were detected in the luminal A cell lines (Additional file 5: Figure S1B). 

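No gene passed the study's rule in all 7 variants, while 7 did with no minimum CPM difference and a log2 CPM above 0 in at least 1 of the 2 libraries, and 2162 of the 2717 genes that passed in any variant by the rule did so in the variants of a single line. In at least 1 variant of each of the 4 lines, 4 genes passed. IGFBP5, an IGF binding protein, was higher in 6 variants, all but BT-474 Tam2. FZD4, a Wnt receptor, was higher in MCF-7 Tam1, T-47D Tam1, ZR-75-1 Tam1 and both BT-474 variants. NPNT, an extracellular matrix ligand of integrins, was higher in MCF-7 Tam1, both T-47D variants, ZR-75-1 Tam2 and BT-474 Tam2. RAB30, a small GTPase of the Golgi, was lower in MCF-7 Tam1, T-47D Tam1 and both BT-474 variants and higher in both ZR-75-1 variants. A common change was tested with the variants of a line summed and cell line as a block, which made 8 profiles and 23293 genes. By edgeR's quasi-likelihood test 0 genes passed, with 1536 at an unadjusted p under the threshold and a smallest adjusted p of 0.585. The DESeq2 Wald test called 131 (102 higher, 29 lower), edgeR without a filter on low counts 404, and edgeR without BT-474 1. SALL4, a zinc finger transcription factor, had a log2 fold change of 2.31 and SLC6A14, an amino acid transporter, of -3.70, both with an adjusted p of 0.585. Both were called by the DESeq2 Wald test (adjusted p = 3.54e-06 and 6.16e-09) and by edgeR without a filter (0.000565 and 4.07e-08). For SLC6A14, edgeR's unadjusted p was 0.000136 with the filter and 8.36e-13 without it, at nearly the same log2 fold change. The 2 settings thus differ in the spread they assume and not in the change. The change in T-47D itself differed from the mean change of the other lines for 266 genes, 169 more positive and 97 more negative, in the pooled fit, for 1047 by the DESeq2 Wald test and for 1349 by edgeR without a filter. In the pooled fit the same contrast gave 215 genes for MCF-7, 8 for ZR-75-1 and 22 for BT-474.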

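With TMM factors over the 11 libraries, SERPINA1 and PLXDC2 passed the study's rule in all 5 luminal A variants, as did IGFBP5 and SEPT10. With the authors' deposited batch-corrected log2 CPM, a setting chosen after seeing the values, the rule gave the paper's 5 genes and no other. The values below are those with TMM factors. PLXDC2, a plexin domain membrane protein (chromosome 10, 19816239 to 20289856), was lower in all 5. It was 4.65-fold lower in MCF-7 Tam1, 10.1-fold and 4.16-fold lower in T-47D Tam1 and Tam2, and 2.13-fold and 2.33-fold lower in ZR-75-1 Tam1 and Tam2. In the pooled fit it fell in T-47D (log2 fold change -2.56, standard error 0.40, adjusted p = 0.00834). IGFBP5, which binds insulin-like growth factors (chromosome 2, 216672105 to 216695549), went from 81.7 to 1323 CPM in MCF-7 Tam1, where it rose (16.2-fold, adjusted p = 0.0103). It was 2.83-fold and 2.10-fold higher in T-47D (adjusted p = 0.178), and its log2 ratio in ZR-75-1 Tam1 was 1.00, which no longer passed the rule with DESeq2 size factors. SEPT10, a cytoskeletal septin (chromosome 2, 109542799 to 109614143), was 2.54-fold higher in MCF-7 Tam1, 3.75-fold and 2.66-fold higher in T-47D, and 2.14-fold and 2.74-fold lower in ZR-75-1. DOCK10, which activates small GTPases (chromosome 2, 224765090 to 225042468), fell from 19.1 CPM to 0.322 and 1.15 in T-47D (log2 fold change -4.70, standard error 0.54, adjusted p = 0.00222). It passed the rule in both T-47D variants, while the CPM difference was under 10 in MCF-7 Tam1 (2.40 to 0.126 CPM) and in ZR-75-1 (2.08 to 10.4 and 11.4 CPM). LRP1, an endocytic lipoprotein receptor (chromosome 12, 57128483 to 57213361), rose in T-47D from 3.69 CPM to 13.3 and 17.2 (log2 fold change 2.05, adjusted p = 0.0141). It was 4.16-fold higher in MCF-7 Tam1 and 2.20-fold and 2.40-fold higher in ZR-75-1, and passed the rule in MCF-7 Tam1 and T-47D Tam2. NAV1, a microtubule-associated protein of neuron guidance (chromosome 1, 201539127 to 201826969), was 9.78-fold and 7.77-fold higher in T-47D and 3.27-fold higher in MCF-7 Tam1. In ZR-75-1 it was 6.51-fold and 2.52-fold lower, and it passed the rule in ZR-75-1 Tam1. In ZR-75-1 none of these genes passed the pooled test (adjusted p 0.521 to 0.952).

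**Figure D1:**
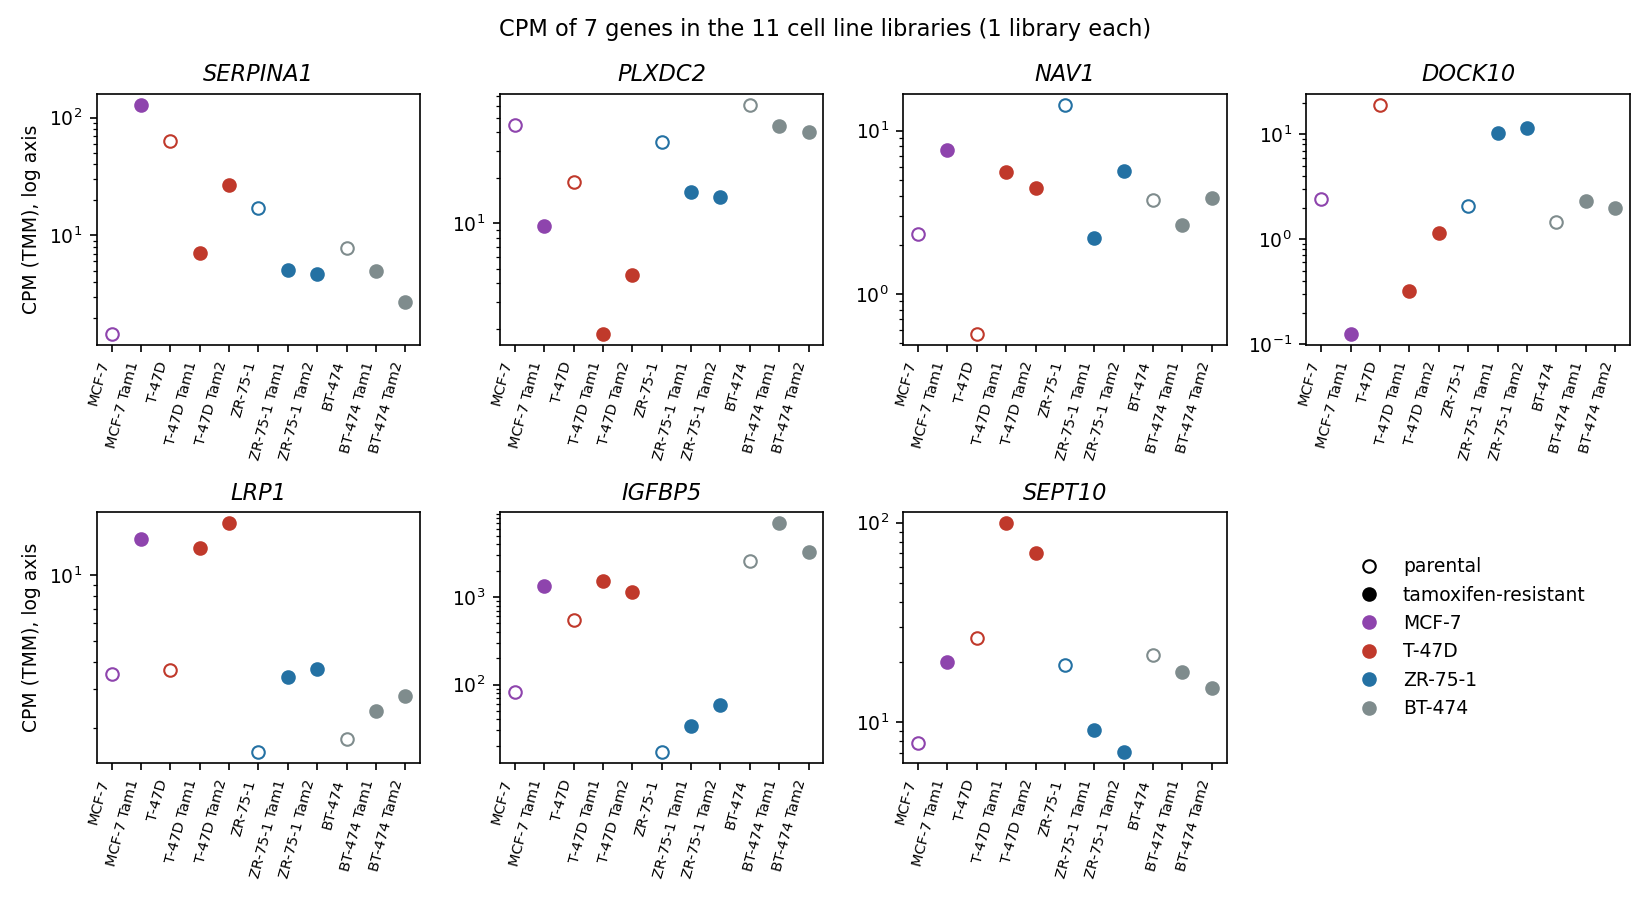
CPM (log axis) of SERPINA1, PLXDC2, NAV1, DOCK10, LRP1, IGFBP5 and SEPT10 in the 11 libraries, with 1 point per library, open for parental and filled for resistant cells. PLXDC2 lies below its parental level in all 5 luminal A variants, while NAV1 and SEPT10 lie above it in MCF-7 and T-47D and below it in ZR-75-1.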

No shared fusion genes across the cell lines were detected apart from the read-through fusions *ABCC11-ABCC12* and *TRIM3-HPX* (Additional file 6).

**Table 1:** Differentially expressed genes

Number of	T-47D Tam1	T-47D Tam2	BT-474 Tam1	BT-474 Tam2	MCF-7 Tam1	ZR-75-1 Tam1	ZR-75-1 Tam2
Differentially expressed genes	1425	1239	303	360	1424	193	158
Upregulated genes	941	823	195	183	640	104	68
Downregulated genes	484	416	108	177	784	89	90

**Fig. 1:**
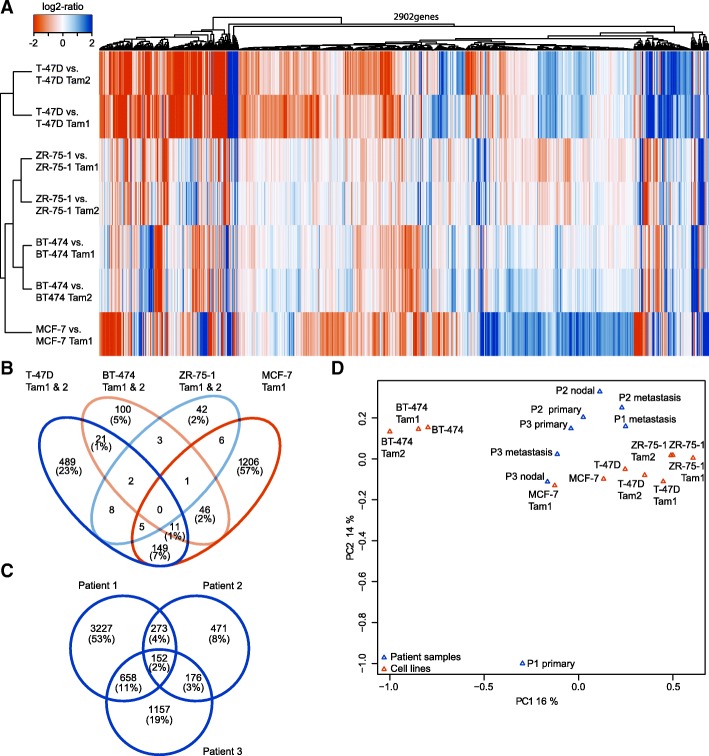
Tamoxifen-resistant cell lines display distinct expression changes and share similarities with patient cases. **a** Hierarchical clustering and heat map visualization of each parental/resistant cell line pair. Orange (negative log2-ratio) represents increase and blue (positive log2-ratio) decrease in expression in the resistant cell lines. Only protein coding genes with log2 ratio > |1| and the difference of gene expression > |10| CPM in at least one of the comparisons are displayed. Log2 ratios of > = |2| are displayed in the same color. Tamoxifen-resistant clones (**b**) and patient samples (**c**) differ in their expression changes. Parental is compared with resistant cell line and primary tumor with metastatic tumor from the same patient, respectively. Venn diagrams show overlap in numbers and percentage of genes that are differentially expressed. **d** PCA plot indicates that patients share expression patterns with the luminal A cells

### Tamoxifen-resistant cell lines resemble tamoxifen-treated patient cases

To compare the tamoxifen-resistant cell line models with breast cancer patient samples, we reanalyzed the McBryan et al. RNA-sequencing data [22]. Following the analysis with our RNA-sequencing pipeline and correction for batches (patient samples and cell lines), we determined differentially expressed genes between primary and metastatic tumors and integrated the data with the transcriptome data from our cell lines. The results were in line with McBryan’s et al., and indicated that only about 2.5% of differentially expressed genes were shared between all the patients (Fig. 1c). Interestingly, we found that patient-specific expression profiles clustered together with the expression of the luminal A cells (Fig. 1d). Furthermore, *SERPINA1*, which was differentially expressed in the tamoxifen-resistant luminal A cell lines (being upregulated in MCF-7 Tam1 and downregulated in T-47D Tam1, T-47D Tam2, ZR-75-1 Tam1 and ZR-75-1 Tam2), also changed its expression in the patient samples (being up-regulated in all three metastatic tumors). 

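SERPINA1 (ENSG00000197249), which encodes the protease inhibitor alpha-1 antitrypsin, lies on chromosome 14 of GRCh38 from 94376747 to 94390693. In MCF-7 Tam1 it rose from 1.46 to 128 CPM, 87.6-fold (counting interval 71.2 to 109; log2 fold change 6.45, standard error 0.89, adjusted p = 0.00865). In T-47D it stood at 63.2 CPM in parental cells, 7.03 in Tam1 and 26.9 in Tam2, which is 8.98-fold lower (8.09 to 9.99) and 2.35-fold lower (2.21 to 2.51). In ZR-75-1 it stood at 17.1 CPM in parental cells, 5.12 in Tam1 and 4.68 in Tam2, 3.34-fold lower (2.93 to 3.81) and 3.65-fold lower (3.15 to 4.23). Each of these ratios passed the study's rule and lies outside its counting error. In BT-474 the levels were 7.76, 4.96 and 2.72 CPM, and the rule was not passed. The lower levels in T-47D did not pass the pooled test (log2 fold change -1.90, standard error 0.58, adjusted p = 0.111), and those in ZR-75-1 did not either (adjusted p = 0.952). The DESeq2 Wald test gave an adjusted p of 0.0427 in T-47D. The call in MCF-7 was lost with robust dispersion estimation (adjusted p = 0.0918).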

*CP* (Ceruloplasmin), a gene that was highly upregulated in the resistant T-47D cell lines (240–290 fold-increase) as well as MCF-7 Tam1 (26 fold-increase), was also found to be overexpressed in all the 3 metastatic patient samples ranging from 12-fold increase (patient 2) to 50–57 fold increase (patient 1 and 3, respectively, Additional file 7).

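CP (ENSG00000047457), which encodes ceruloplasmin, a copper-carrying ferroxidase of plasma, lies on chromosome 3 of GRCh38 from 149162410 to 149221829. It rose in the resistant T-47D cells from 8.72 CPM to 2515 in Tam1, 288-fold (counting interval 264 to 315), and to 2109 in Tam2, 242-fold (222 to 264). The pooled fit gave a log2 fold change of 8.05 (standard error 0.49, adjusted p = 6.67e-05). In MCF-7 Tam1 it rose from 6.45 to 172 CPM, 26.7-fold (24.1 to 29.6; log2 fold change 4.74, standard error 0.43, adjusted p = 0.00149). In ZR-75-1 the levels were 4.91 CPM in parental cells, 5.61 in Tam1 and 9.69 in Tam2, and in BT-474 they were 6.97, 7.04 and 7.95. The change in T-47D was larger than the mean change of the other lines by 6.22 on the log2 scale (adjusted p = 0.000739).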

### Triglycerides and cholesterol esters are increased in the resistant T-47D cell lines

To reveal pathways associated with tamoxifen resistance, we analyzed the differentially expressed genes with Enrichr [32, 33]. Based on Enrichr’s Reactome 2016 analysis with an adjusted *p*-value below 0.001, we observed multiple enriched pathways in different resistant cell lines (Table 2 and Additional file 8). 

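Genes of mitosis moved in opposite directions in MCF-7 and ZR-75-1. In MCF-7 Tam1 all 35 genes of the mitosis list were lower, with a median log2 ratio of -1.28, and 24 of them passed the study's rule. In the pooled fit 9 fell and 0 rose, or 30 fell when adjusted over the list alone. CDC20, an activator of the anaphase-promoting complex, fell from 27.8 to 5.93 CPM (log2 fold change -2.23, adjusted p = 0.0249) and BIRC5, the survivin gene, from 90.9 to 26.8 CPM (adjusted p = 0.0367). The list as a set fell by camera (adjusted p = 1.44e-18; adjusted p = 0.45 with an estimated correlation). In ZR-75-1 all 35 genes were higher in both variants, with medians of 1.19 in Tam1 and 0.75 in Tam2, and 29 and 2 passed the study's rule. No single gene passed the pooled test there, and 33 passed adjusted over the list alone. NDC80, a kinetochore protein, had 10.4 CPM in parental ZR-75-1 and 27.7 and 22.1 in the variants (log2 fold change 1.26, adjusted p = 0.484). The list as a set rose by camera (adjusted p = 5.51e-33; adjusted p = 0.814 with an estimated correlation). Splicing genes fell in MCF-7 Tam1, where 9 of 40 fell and 0 rose, or 31 fell adjusted over the list alone, among them the snRNP protein PRPF3, from 313.6 to 70.6 CPM (log2 fold change -2.15, adjusted p = 0.00727). The set's adjusted p was 4.6e-18 by camera (adjusted p = 0.356 with an estimated correlation). Between these 2 MCF-7 libraries the share of counts in MT-RNR1 and MT-RNR2 went from 23.7% to 44.5% and that of protein-coding genes from 68.3% to 46.8%. In ZR-75-1 the shares moved the same way, from 42.0% to 48.7% and 49.6% and from 50.8% to 45.2% and 43.9%. In BT-474, the list of axon guidance genes rose as a set (median log2 fold change 0.30, adjusted p = 0.0106; adjusted p = 0.464 with an estimated correlation), with 1 of 46 genes past the pooled test, or 3 up and 4 down when adjusted over the list alone. Genes of mucins and O-glycosylation had medians of 0.27 in BT-474 Tam1 and 0.22 in Tam2, where 0 and 4 passed the study's rule as higher and 2 and 2 as lower, and the set was not called (adjusted p = 0.0734). In ZR-75-1, the genes of MHC class II, which present antigen, had medians of 0.33 in Tam1 and 0.39 in Tam2, with 2 and 0 past the study's rule and no call of the set (adjusted p = 0.158). The paper ran Enrichr on its changed genes. The lists here were fixed with its pathway names and changed genes (Additional file 8) in view. They are therefore not independent evidence of these pathways. The lists of mitosis, axon guidance, mucins and O-glycosylation, and MHC class II hold fewer genes than the paper's pathways of similar name. A list that was not called therefore does not test such a pathway. Without a BT-474 variant CDC20 had an adjusted p of 0.0762 or 0.0743 and BIRC5 0.0962 or 0.0941, and without a ZR-75-1 variant CDC20 had 0.0677 or 0.0667 and BIRC5 0.0693 or 0.0684.

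**Figure D2:**
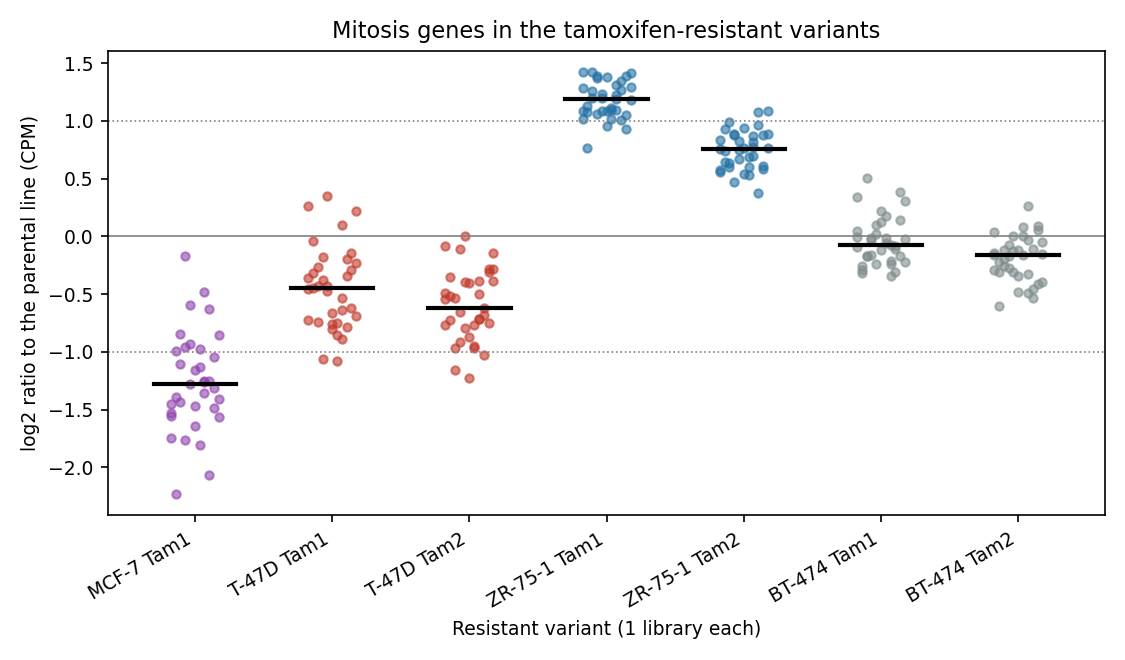
Log2 ratio of each of the 35 mitosis genes in every resistant variant against its parental line, with 1 point per gene, a black bar at the median and dotted lines at the study's threshold of 1 in either direction. The median lies at -1.28 in MCF-7 Tam1 and at 1.19 and 0.75 in ZR-75-1 Tam1 and Tam2.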

The most striking differences were found in the T-47D Tam1 and Tam2 cells, which displayed changes in metabolism associated genes, especially those involved in cholesterol and related lipid metabolism (Table 2, Fig. 2a).

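Enzymes of cholesterol biosynthesis were higher in both resistant T-47D variants than in the parental cells. Of the 24 genes of the list, 22 were higher in Tam1 and 20 in Tam2, with median log2 ratios of 0.89 and 1.23, and 11 and 13 passed the study's rule, all of them higher. In the pooled fit 9 rose and 0 fell, or 14 rose when adjusted over the list alone. SQLE, squalene epoxidase (chromosome 8, 124998497 to 125022283), rose from 36.8 CPM to 227.4 and 235.6 (log2 fold change 2.65, standard error 0.28, adjusted p = 0.00169). MSMO1, a sterol methyl oxidase (chromosome 4, 165327667 to 165343164), rose from 18.3 CPM to 177.7 and 125.6 (log2 fold change 3.05, standard error 0.38, adjusted p = 0.0029). DHCR24, the reductase of the sterol side chain, rose from 140.4 CPM to 496 and 416.5 (adjusted p = 0.00748). HMGCR, the rate-limiting enzyme and the target of statins, rose from 46.1 CPM to 102.4 and 130.9 (log2 fold change 1.34, standard error 0.27, adjusted p = 0.0266). IDI1, FDPS, DHCR7, MVD and HMGCS1 also rose, with adjusted p values of 0.0139, 0.0163, 0.0186, 0.0263 and 0.0422. LSS, which closes the sterol ring, had a log2 fold change of 1.66 and an adjusted p of 0.05, and PMVK, IDI2 and LBR had negative values of -0.24, -0.55 and -0.07. The list rose as a set (median log2 fold change 1.08, adjusted p = 9.53e-09 by camera; adjusted p = 0.514 with an estimated correlation). Its median lay above all 10000 random lists of matched expression in both variants. The change in T-47D was also more positive than in the other lines (median difference 1.23, adjusted p = 1.88e-11; adjusted p = 0.5 with an estimated correlation). The paper names 13 of these genes as changed in these same libraries, so the list is not independent evidence of its direction. Over the 11 members it does not name, 8 were positive and the set was not called (median 0.21, adjusted p = 0.228). Taking out genes because they changed in these libraries lowers the median by itself, so this result does not test the set. Uptake of cholesterol followed, with 4 of 16 genes up and 0 down (median 1.05, adjusted p = 6.87e-05; adjusted p = 0.479 with an estimated correlation). LDLR, the LDL receptor, rose from 13.7 CPM to 55.6 and 56.3 (log2 fold change 2.03, adjusted p = 0.00509). In the list of fatty acid synthesis and desaturation 6 of 26 genes rose and 1 fell (median 0.74, adjusted p = 0.000358; adjusted p = 0.514 with an estimated correlation). ACSL4, which activates long polyunsaturated fatty acids, rose from 1.08 CPM to 20.4 and 38.8 (adjusted p = 0.00221), and the elongase ELOVL2 fell from 4.90 to 0.0716 and 0.0202 (adjusted p = 0.0015), where 4 counts in Tam1 and 1 in Tam2 remained. Of 36 genes of triglyceride synthesis and lipid droplets 4 rose and 1 fell (median 0.45, adjusted p = 0.00756; adjusted p = 0.558 with an estimated correlation), and of 13 LXR targets and cholesterol efflux genes 1 rose and 1 fell, with no call of the set (adjusted p = 0.968). Genes of hypoxia and glycolysis rose as well, 9 of 30 with 1 lower (median 1.38, adjusted p = 5.38e-10; adjusted p = 0.514 with an estimated correlation). VEGFA, the angiogenic growth factor, rose from 16.1 CPM to 80.9 and 123 (adjusted p = 0.00385), and LDHB, a lactate dehydrogenase subunit, fell from 2.91 to 0.0358 and 0.0808 (adjusted p = 0.00125), with 2 and 4 counts left. Without a BT-474 variant the adjusted p was 0.0709 or 0.0688 for HMGCR, 0.0957 or 0.0936 for HMGCS1, 0.061 or 0.0587 for MVD and 0.0537 or 0.0525 for DHCR7, and without a ZR-75-1 variant it was 0.0664 or 0.0654 for HMGCR and 0.0566 or 0.0559 for HMGCS1. From its changed genes and their enriched pathways (Table 2), the paper states that the T-47D variants differed most, in genes of metabolism and above all in those of cholesterol and related lipids.

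**Figure D3:**
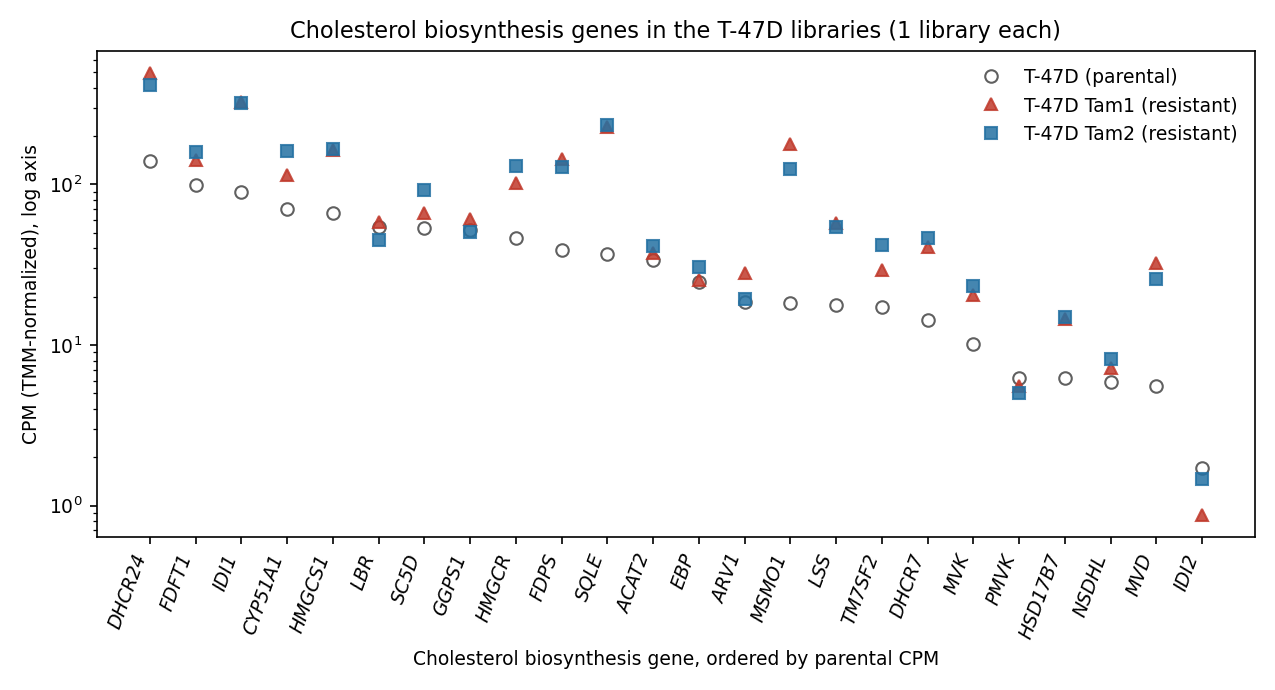
CPM (log axis) of the 24 genes of cholesterol biosynthesis in parental T-47D, T-47D Tam1 and T-47D Tam2, ordered by the parental level, with 1 point per library. SQLE goes from 36.8 CPM to 227.4 and 235.6, while PMVK and IDI2 lie below the parental point in both variants.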

**Table 2:** TOP5 Pathways with adjusted *p*-value below 0,001 obtained from Enricher using the Reactome 2016 pathway. Resistant cell lines are compared with the isogenic parental control cells

Cell line	Term	Adjusted *p*-value	Overlap
T47D Tam1	Cholesterol biosynthesis	1,49E-04	11/23
	Platelet activation, signaling and aggregation	1,49E-04	41/253
	Platelet degranulation	1,49E-04	24/105
	Activation of gene expression by SREBF (SREBP)	1,49E-04	14/42
	Response to elevated platelet cytosolic Ca2+	1,49E-04	24/110
T-47D Tam2	Cholesterol biosynthesis	1,28E-07	13/23
	Metabolism of lipids and lipoproteins	1,27E-05	78/659
	Activation of gene expression by SREBF (SREBP)	4,21E-05	14/42
	Platelet activation, signaling and aggregation	2,06E-04	37/253
	Regulation of cholesterol biosynthesis by SREBP (SREBF)	2,06E-05	15/55
MCF-7 Tam1	Cell Cycle	8,40E-13	96/566
	M Phase	1,80E-12	59/268
	Mitotic Cell Cycle	2,93E-12	82/462
	RHO GTPase Effectors	7,30E-11	54/255
	Signaling by Rho GTPases	1,27E-09	65/367
ZR-75-1 Tam1	MHC class II antigen presentation	3,45E-04	9/103
	Mitotic Cell Cycle	6,60E-04	17/462
	Resolution of Sister Chromatid Cohesion	8,75E-04	8/99
BT-474 Tam1	Axon guidance	7,60E-04	23/515
	Non-integrin membrane-ECM interactions	7,60E-04	7/42
BT-474 Tam2	Diseases of glycosylation	3,54E-06	13/88
	Diseases associated with O-glycosylation of proteins	3,68E-04	11/62
	O-linked glycosylation	1,83E-05	13/110
	Defective GALNT12 causes colorectal cancer 1 (CRCS1)	5,07E-05	6/18
	Defective GALNT3 causes familial hyperphosphatemic tumoral calcinosis (HFTC)	5,07E-05	6/18

**Fig. 2:**
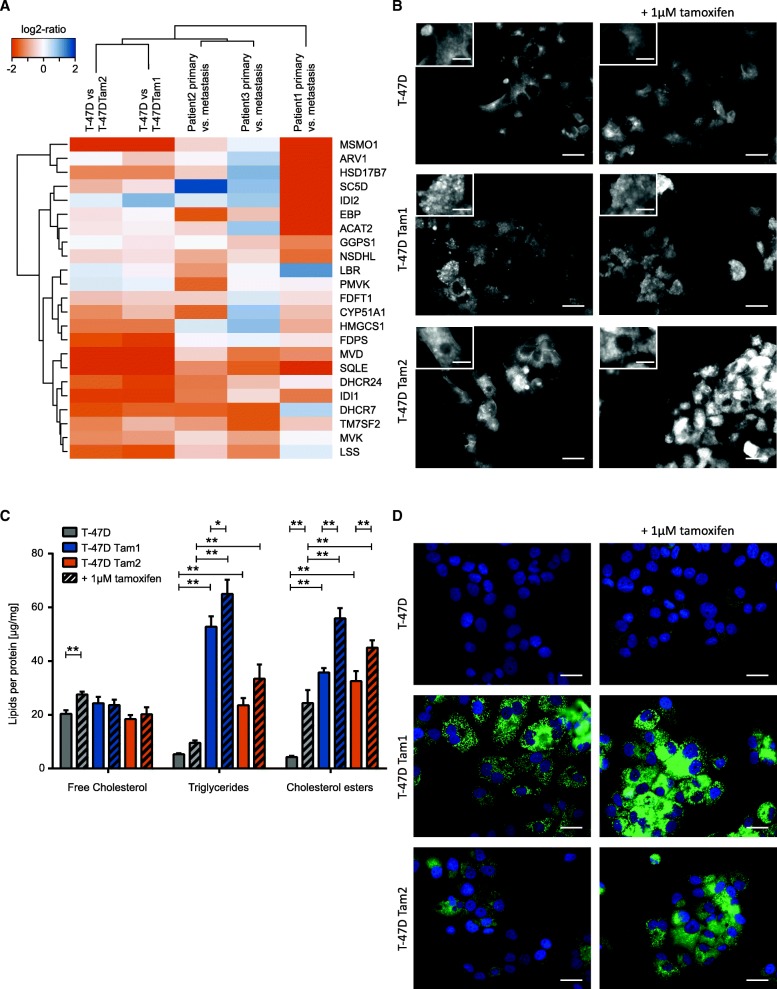
Genes of cholesterol pathway and related lipids are upregulated in the tamoxifen-resistant T-47D cell lines. **a** Hierarchical clustering and heat map visualization of each parental/resistant cell line pair and patient primary/metastatic tumor. Orange (negative log2-ratio) represents increase and blue (positive log2-ratio) decrease in expression in the resistant cell lines/metastatic tumor. Log2 ratios of > = |2| are displayed in the same color. **b** Filipin staining reveals an increase in intracellular amounts of free cholesterol in tamoxifen-resistant T-47D cells +/− 1 μM 4-OH- tamoxifen. **c** Quantification of lipid content in cells grown +/− 1 μM 4-OH-tamoxifen reveals an increase in cholesterol esters and triglycerides in tamoxifen-resistant cells (depicted as colored bars). Only significant differences (*p*-value < 0.05) between the same clone as well as of the comparison between resistant and tamoxifen-resistant cells in the same treatment conditions are indicated, all other comparisons can be found in Additional file 3. **d** LipidToxGreen staining of neutral lipids (green) demonstrates that accumulation of neutral lipids into lipid droplets in tamoxifen-resistant cells. The nuclei (blue) were stained with Hoechst

In addition, we observed an upregulation of genes involved in cholesterol biosynthesis in all three metastatic patient samples from McBryan et al. study (Fig. 2a). Therefore, we focused our studies on these pathways within the T-47D cell lines (Table 2 and Additional file 8). To investigate whether deregulation of genes involved in cholesterol biosynthesis could affect the cellular cholesterol balance, we stained cellular free cholesterol with filipin, a fluorescent cholesterol-binding compound. Notably, we observed increased intracellular amounts of free cholesterol in the resistant cells, displaying a cumulus cloud-like staining pattern (Fig. 2b). To quantify the presence of major cellular lipid species e.g. cholesterol, cholesterol esters, and triglycerides, their amounts were further determined with thin layer chromatography. The total cellular free cholesterol remained unchanged, suggesting that only the distribution of free cholesterol was altered in the resistant cells. However, we observed an increase in neutral lipids (cholesterol esters and triglycerides) upon tamoxifen treatment. The increase in triglycerides was significantly high (4 to 7 fold-increase) in resistant cells compared to parental cells (Fig. 2c). To visualize the changes in neutral lipid amounts as well as their intracellular distribution, we stained the cells with LipidToxGreen, a fluorescent dye binding specifically to neutral lipids. The analysis indicated that most of the neutral lipids accumulated in enlarged lipid droplets, which fill the cytoplasm (Fig. 2d). Moreover, RNA sequencing results implicated that the expression of Peroxisome Proliferator-Activated Receptor gamma (*PPARG*), which is known to regulate several lipid droplet proteins, was upregulated in resistant cells. In addition, the ATP Binding Cassette Subfamily A Member 1 (*ABCA1*), which functions as a cholesterol efflux pump was downregulated (Additional file 7).

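PPARG (ENSG00000132170), the nuclear receptor that drives fat storage, lies on chromosome 3 of GRCh38 from 12287368 to 12434356. It rose in the resistant T-47D cells, from 1 count in the parental library to 722 counts in Tam1 and 207 in Tam2. In CPM, it went from 0.0168 to 12.9 and 4.18. The ratios were 767 in Tam1 (counting interval 137 to 30300) and 248 in Tam2 (44.1 to 9860). The pooled test gave an adjusted p of 0.00732. The change in T-47D exceeded the mean change of the other lines (adjusted p = 0.0359), and MCF-7 had 17.3 CPM in parental cells and 12.3 in Tam1. Tam1 passed the study's rule, while the CPM difference in Tam2 was under 10. Among genes of lipid droplets and fat uptake, CD36, a fatty acid transporter, rose from 2.44 CPM to 49.0 and 278 (log2 fold change 6.06, standard error 1.08, adjusted p = 0.0166), a call lost with robust dispersion estimation (adjusted p = 0.221).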

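ABCA1 (ENSG00000165029), which lies on chromosome 9 of GRCh38 from 104781006 to 104928155, had 3.17 CPM in parental T-47D cells, 0.322 in Tam1 and 1.13 in Tam2. This is 9.83-fold lower (counting interval 6.05 to 16.9) and 2.80-fold lower (2.07 to 3.84), so both differences were larger than counting error. They did not pass the pooled test (log2 fold change -2.14, standard error 0.65, adjusted p = 0.11), and with a CPM difference under 10 neither passed the study's rule. ABCA1 was lower than in the parental line in all 7 variants. In the common comparison of the 4 lines its log2 fold change was -2.42 and edgeR's quasi-likelihood test did not call it (adjusted p = 0.711), while the DESeq2 Wald test (adjusted p = 5.7e-05) and edgeR without a filter (1.84e-05) did. In ZR-75-1, where its level was higher, it had 119.8 CPM in parental cells, 47.1 in Tam1 and 57.4 in Tam2. The change in T-47D did not differ from the mean change of the other lines by this test (adjusted p = 0.906). ABCG1, another cholesterol exporter, fell in T-47D from 9.62 CPM to 3.97 and 2.47 (log2 fold change -1.58, standard error 0.31, adjusted p = 0.0263). Without a ZR-75-1 variant ABCG1 had an adjusted p of 0.0664 or 0.0651, and without a BT-474 variant 0.0708 or 0.0685.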

### Tamoxifen-resistant cells show altered morphology of lysosomes, have altered processing of Cathepsin D, and are less susceptible to lysosomal membrane permeabilization

To localize the accumulated free cholesterol, we co-stained free cholesterol (filipin) with antibodies detecting the lysosomal-associated-membrane-proteins 1 and 2 (Lamp1 and Lamp2). Based on this analysis, we observed that most of the free cholesterol accumulated into lysosomes. We also discovered an increase in the amount and size of lysosomes as well as divergences in shape compared to their typical round form seen in the parental cell lines (Fig. 3a and b). As the tamoxifen-resistant cells displayed a prominent phenotype with free cholesterol accumulation to structurally disturbed lysosomes, we studied the amounts of cathepsin D and its lysosomal maturation. Cathepsins are lysosomal proteins that help to maintain the homeostasis of cell metabolism and are involved in apoptotic signaling as well as in lysosomal membrane permeabilization. Furthermore, the expression of cathepsin D is known to be regulated by estrogen [45]. As expected, we observed a decrease of mature cathepsin D (28 kDa) under tamoxifen treatment in parental and resistant cell lines, suggesting that tamoxifen can regulate the expression and/or processing of cathepsin D [46]. Whilst addition of tamoxifen also caused an upregulation of the precursors of cathepsin D in the parental cell line, such an increase was not obvious in the resistant cell lines (Fig. 3e), suggesting that the maturation of cathepsin D in the lysosomes may be affected.

**Fig. 3:**
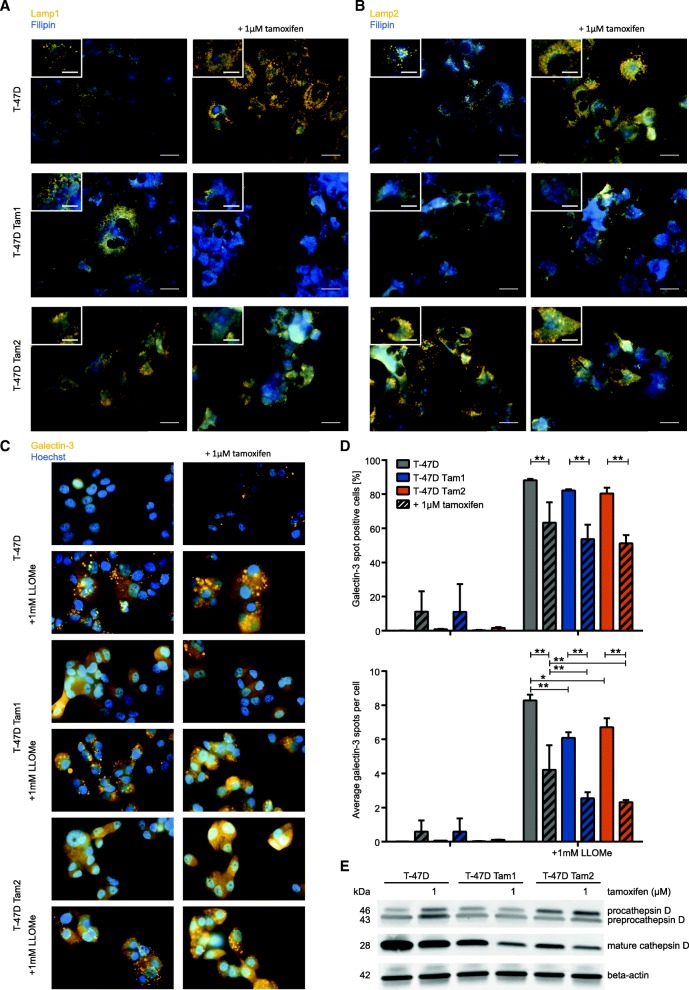
Free cholesterol accumulates in lysosomes in the resistant cells. Intracellular accumulation of free cholesterol (blue) accumulates in lysosomes (orange) stained with two lysosomal markers, Lamp1 (**a**) and Lamp2 (**b**), detecting the lysosomal-associated-membrane-proteins 1 and 2 +/− 1 μM 4-OH-tamoxifen. Tamoxifen-resistant cells are less sensitive to lysosomal membrane permeabilization detected with galectin-3 (orange) translocation (**c**, images were differently enhanced for visualization purposes) and measurement of galectin-3 positive cells (**d** upper graph) as well as number of galectin-spots per cell (**d** lower image). Galectin-3 measurements were done on the raw image, *n* = 4 for each condition. Only significant differences (*p*-value < 0.05) between the same clone as well as of the comparison between resistant and tamoxifen-resistant cells in the same treatment conditions are indicated, all other comparisons can be found in Additional file 3. **e** Mature cathepsin D is downregulated in tamoxifen resistant cells

As lysosomal integrity, with cholesterol content of lysosomal membranes and cathepsin D among its regulators, plays an important role in the induction of cell death [47], we monitored the translocation of galectin-3 to detect LMP. Given that galectin-3 translocation to the lysosomes was not detected in the parental cells when grown without tamoxifen, and that only very few tamoxifen-treated cells showed galectin-3 spots (Fig. 3c and d), lysosomes were most likely undamaged and functional in all cells. Further, by inducing LMP with 1 mM LLOMe we were able to observe that tamoxifen treated resistant cells were less susceptible to LMP compared to the parental cell line, having only 51–53% of cells with galectin-3 spots under tamoxifen treatment and significantly less galectin-3 spots per cell (Fig. 3c and d). This suggests that circumvention of LMP in the resistant cells leads not only to tamoxifen resistance but may also decrease their sensitivity to other drugs.

### Drug testing of tamoxifen resistant cells reveals sensitivity to dasatinib, disulfiram and LCS-1

Guided by our RNA-sequencing results we selected 33 drugs, known to affect the genes or pathways involved in lysosomal alterations and lipid metabolism as well as some drugs identified in our previous screen (Additional file 2, [21]). As readouts for the DSRT, we applied both enzymatic cell viability measurement (CTG) as well as a phenotypic image-based analysis using LipidToxGreen to observe neutral lipids in lipid droplets together with Hoechst to detect nuclei.

The cell viability measurement revealed drugs that reduced ATP levels in tamoxifen-resistant cells similarly to the control cells, independently of their lipid accumulation phenotype (Fig. 4a, Additional file 9).

**Fig. 4:**
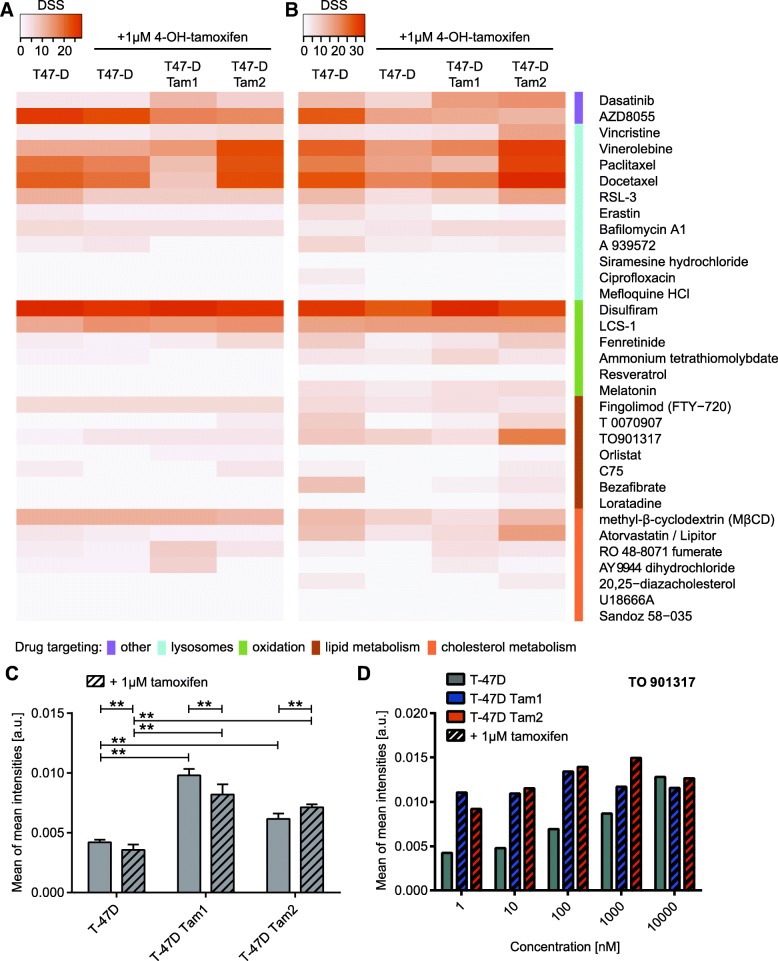
Drug sensitivity and resistance testing of tamoxifen resistant cells. DSS scores [42] of (**a**) CTG-measurement and (**b**) cell count are displayed as heatmap with dark orange showing the most effective drugs. **c** Quantification of LipidToxGreen staining in cells grown +/− 1 μM 4-OH-tamoxifen reveals an increase in the mean intensities of the staining in tamoxifen resistant cell lines. Only significant differences (*p*-value < 0.05) between the same clone as well as of the comparison between resistant and tamoxifen-resistant cells in the same treatment conditions are indicated all other comparisons can be found in Additional file 3. **d** TO901317 (concentration in nM) increases the LipidToxGreen staining mainly in the parental cell lines

Dasatinib, a dual Abl/Src inhibitor was more effective in killing the tamoxifen resistant cell lines compared with the parental cells in agreement with our previous results [21]. Tamoxifen-resistant cells were more sensitive to microtubule depolymerizing drugs, such as vincristine and vinorelbine, when measured by ATP amounts. Interestingly, the T-47D Tam2 cells were especially sensitive to vinorelbine induced cytotoxicity (Fig. 4a, Additional file 9). The mitotic inhibitors paclitaxel and docetaxel (microtubule stabilizers) were less effective in the T-47D Tam1 cells. (Fig. 4a, Additional file 9).

The most effective drug against all the T-47D clones was disulfiram, a specific inhibitor of aldehyde-dehydrogenase (ALDH1). All the clones responded to AZD8055, a dual mTOR inhibitor, although T-47D Tam1 and Tam2 showed reduced sensitivity. Atorvastatin, which inhibits HMGCoA reductase, did not affect the CTG DSS levels (Fig. 4a) but was able to reduce the cell count in the parental and even more in the T-47D Tam2 cells (Fig. 4b). The SOD-1 inhibitor LCS-1 was effectively killing both parental and resistant T-47D clones, and RSL-3, a ferroptosis activator due to inhibition of glutathione peroxidase 4, induced cell death in all the cell lines, with somewhat reduced response in T-47D Tam1 (Fig. 4b, Additional file 9).

To see whether any of the compounds are able to revert the lipid phenotype prior to reducing the cell viability (ATP-measurement) or induction of cell death (cell count), we specifically monitored the changes in neutral lipids by quantifying the average LipidToxGreen intensity per well (Additional file 10). The measured significant increase in the intensity was within the 2-fold range, and we were able to confirm the trends from the biochemical screen where we observed a neutral lipid accumulation in the resistant cell lines (Figs. 2c, 4c). Whereas most of the drugs had minor effects on the LipidToxGreen intensity (Additional file 10), the LXR-agonist TO901317 increased the lipid phenotype most strikingly in the parental cells, with less increase particularly in T-47D Tam1 cells (Fig. 4d). In addition, methyl-β-cyclodextrin, a membrane cholesterol-depleting agent, caused a lipid droplet accumulation phenotype, mostly in the parental cell line prior to cell killing in the highest concentration (Additional file 10).

## Discussion

In this study, we utilized RNA-sequencing and pathway analysis to understand the underlying tamoxifen resistance and identify resistance-specific drug vulnerabilities. We revealed the involvement of lipid metabolism in tamoxifen resistance as well as pointed out potential therapeutic ways to target these pathways.

Gene expression analysis on tamoxifen-resistant cells reinforced our previous finding on breast cancer cells using a variety of molecular pathways as they acquire tamoxifen resistance [21]. The difference in gene expression was reflected in the scale and scope of differentially expressed genes, and in the lack of shared genes across all the cell lines (Fig. 1). In agreement with this finding, the only study that has performed sequential tumor transcriptome analysis on patients developing endocrine resistance, also identified less than 3% of differentially expressed genes across patients (Fig. 1c [22]). Despite the overall transcriptome profiles being distinct across the resistant cell lines, we were able to identify five genes that were concordantly differentially expressed in the luminal A subtype resistant cells (Additional file 5: Figure S1B). Of these, *SERPINA1,* encoding for a serine protease inhibitor primarily targeting elastase, is known to bind ER in a 17β-estradiol (E2) - independent manner, which leads to an increase in its expression [48]. Therefore the observed expression changes could be due to the down- and upregulation of ER in these cell lines [21]. 

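With TMM factors, 4 genes passed the study's rule in all 5 luminal A variants. PLXDC2 was lower in every variant and IGFBP5 higher in every variant, and these were the 2 genes with a single direction. SERPINA1 was higher in MCF-7 Tam1 and lower in both variants of T-47D and of ZR-75-1. SEPT10 was higher in MCF-7 Tam1 and in both T-47D variants and lower in both ZR-75-1 variants. When a gene had to pass in at least 1 variant of each luminal A line, 28 genes did. With the authors' deposited batch-corrected log2 CPM, the rule gave the paper's 5 genes, of which PLXDC2 and LRP1 had a single direction.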

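ESR1 (ENSG00000091831), the gene of estrogen receptor alpha, lies on chromosome 6 of GRCh38 from 151656691 to 152129619. In ZR-75-1 it had 6.32 CPM in parental cells, 2.82 in Tam1 and 2.43 in Tam2, which is 2.24-fold and 2.60-fold lower (log2 fold change -1.26, standard error 0.23, adjusted p = 0.36). In MCF-7 it had 159.9 CPM in parental cells and 129.8 in Tam1 (adjusted p = 0.605), and in T-47D 170.9, 186.4 and 185 (adjusted p = 0.862). None of these differences passed the pooled test or the study's rule. In ZR-75-1 both ratios were past the rule's log2 threshold of 1. With 6.32 CPM in parental cells, a fall could not reach the rule's CPM difference of 10, so the rule could not be passed there. Targets of the receptor fell as a set in T-47D, with 10 of 35 down and 1 up (median log2 fold change -0.86, adjusted p = 1.16e-06; adjusted p = 0.441 with an estimated correlation), and in MCF-7, with 10 down and 2 up (median -1.34, adjusted p = 3.01e-05; adjusted p = 0.356 with an estimated correlation). They were not called in ZR-75-1, with 0 down and 0 up (median -0.08, adjusted p = 0.274), or in BT-474, with 1 down and 0 up (median -0.18, adjusted p = 0.764).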

Interestingly, in all three metastatic samples from the McBryan et al. study, we observed an increase in *SERPINA1*, which is accompanied by a slight increase of *ESR1* transcription (Additional file 7). Pathway analysis of the differentially expressed genes identified several paths involved in acquired tamoxifen resistance (Table 2, Fig. 2a).

In this study, we investigated the tamoxifen-induced changes observed in lipid metabolism, which occurred in the T-47D tamoxifen-resistant cell lines (Table 2, Fig. 2). We also made the equivalent finding in a patient’s metastatic tissue (Fig. 2a). As the metastasis was found in the liver [22], the observed lipid metabolism pathway profiles have to be interpreted with caution. Nevertheless, our findings suggest that the lipid phenotypes could already develop in the breast cancer cells [49] and is not solely induced by the liver environment.

Further, our studies with the T-47D tamoxifen-resistant cell lines show an increase of free cholesterol into strikingly enlarged lysosomes (Figs. 2b, 3a and b, [50]). It has been shown that accumulation of cholesterol, an increase in Lamp1 and Lamp2 as well as downregulation of cathepsins prevents lysosomal membrane permeabilization [51–54], a process which leads to different forms of cell death such as apoptosis, necroptosis, necrosis and ferroptosis [47]. Indeed, our data on the resistant cells shows an increase in cholesterol, Lamp1 and Lamp2, as well as a decrease in cathepsin D (Figs. 2b, 3a, b and e [46]). A short-term tamoxifen treatment diminished directly the LLOMe-induced LMP. The T-47D Tam1 and Tam2 were even more resistant towards LMP (Fig. 3c and d), showing that tamoxifen can hinder it, and in acquired resistance, this phenomenon is even more prominent. Thus, impeded lysosomal membrane permeabilization may additionally enhance the co-resistance to other cancer drugs during acquired tamoxifen resistance.

Reducing the reactive oxygen species (ROS) is another mechanism by which cells avoid lysosomal induced cell death [53]. We speculate that resistant T-47D cells are able to reduce oxidative stress by upregulation of *SOD1* (Additional file 7) and may therefore be less sensitive to lysosomal cell death. This hypothesis is further supported by the fact that the resistant cells were highly sensitive to the SOD1 inhibitor LCS-1. 

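SOD1 (ENSG00000142168), the copper-zinc superoxide dismutase, lies on chromosome 21 of GRCh38 from 31659666 to 31668931. It had 122.3 CPM in parental T-47D cells, 207.8 in Tam1 and 215.2 in Tam2, which is 1.70-fold higher (counting interval 1.65 to 1.75) and 1.76-fold higher (1.71 to 1.81). Both ratios lie outside counting error and under the study's log2 threshold of 1, and the pooled test was not passed (log2 fold change 0.79, standard error 0.38, adjusted p = 0.314). As a set, antioxidant enzymes rose in T-47D, with 3 of 36 up and 0 down, or 7 up when adjusted over the list alone (median 0.59, adjusted p = 0.000294; adjusted p = 0.558 with an estimated correlation). FTL, the ferritin light chain, which stores iron, went from 11.3 CPM to 34.5 and 65.7 (log2 fold change 2.15, standard error 0.46, adjusted p = 0.0356). Without a ZR-75-1 variant FTL had an adjusted p of 0.0812 or 0.0797, and without a BT-474 variant 0.0537 or 0.0519.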

The capability of erastin to activate ferroptosis is instead inhibited by antioxidants, and it was more effective in parental than in resistant cells. The ferroptosis activator RSL-3, which inhibits the glutathione peroxidase 4, an enzyme that protects from oxygen damage, induced cell death in all the cell lines (Fig. 4 and Additional file 9). This further supports the assumption that the T-47D cells are able to reduce oxidative stress and are therefore less sensitive to lysosomal cell death.

Disulfiram, which targets ALDH1 to increase oxidative stress, was highly effective in both parental and tamoxifen-resistant T-47D cell clones (Fig. 4 and Additional file 9). The effectiveness of disulfiram is currently investigated in metastatic breast cancer in a phase II clinical trial [55]. 

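ALDH2 (ENSG00000111275), the mitochondrial aldehyde dehydrogenase, lies on chromosome 12 of GRCh38 from 111766887 to 111817532. It had 2.98 CPM in parental T-47D cells, 14.7 in Tam1 and 4.67 in Tam2. This is 4.94-fold higher in Tam1 (counting interval 4.20 to 5.85) and 1.57-fold higher in Tam2 (1.28 to 1.92). Tam1 passed the study's rule and Tam2 did not, and the pooled test of both variants was not passed (log2 fold change 1.70, standard error 0.57, adjusted p = 0.146).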

*ALDH2*, another target of disulfiram, is upregulated in T-47D Tam1 but not in Tam2 (Additional file 7). High levels of ALDH1 have been shown to predict resistance in women treated with tamoxifen [56], but as *ALDH1A1* is expressed at very low levels in the T-47D cell lines (Additional file 7), we assume that the sensitivity to disulfiram could be due to its capability to disable antioxidation mechanisms of the cells [57].

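ALDH1A1 (ENSG00000165092), the cytosolic aldehyde dehydrogenase that oxidizes retinal, lies on chromosome 9 of GRCh38 from 72900671 to 73080442. It had 2 counts in parental T-47D cells, 181 in Tam1 and 4 in Tam2, or 0.0337, 3.24 and 0.0808 CPM. The ratio was 96.2 in Tam1 (counting interval 26.2 to 800) and 2.4 in Tam2 (0.344 to 26.5), so a difference in Tam2 was not detectable at this depth. The pooled test was not passed (adjusted p = 0.168). Of 15 aldehyde dehydrogenase genes 0 passed it in T-47D, and the list was not called (median log2 fold change 0.12, adjusted p = 0.818).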

A significant increase in triglycerides, stored in large lipid droplets (LDs) was observed in tamoxifen-resistant cells (Figs. 2c, d and 4c). Free fatty acids are enzymatically converted to triacylglycerol, and then incorporated into LDs. Packaging of excess lipids into LDs could be seen as an adaptive response to fulfilling energy supply without hindering mitochondrial or cellular redox status and keeping the concentration of lipotoxic intermediates low [58]. Accordingly, high LDs and stored cholesterol esters in tumors are considered as hallmarks of aggressive cancer [59]. LD-rich cancer cells have also been shown to be more resistant to chemotherapy [60]. 

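In the T-47D cells, SCD, which puts a double bond into saturated fatty acids (ENSG00000099194; chromosome 10 of GRCh38, 100347233 to 100364826) had 424 CPM in the parental library, 2024 in Tam1 and 1534 in Tam2. It was 4.77-fold higher in Tam1 (counting interval 4.71 to 4.84) and 3.62-fold higher in Tam2 (3.57 to 3.67) and passed the study's rule in both. The log2 fold change of the pooled fit was 2.07 (standard error 0.50), with an adjusted p of 0.0551, above the threshold. By the DESeq2 Wald test the adjusted p was 0.000591. Without T-47D Tam1 or Tam2 it was 0.00959 or 0.0017 in edgeR, and without ZR-75-1 Tam1 or Tam2 0.0244 or 0.0249. SCD5, another stearoyl-CoA desaturase gene, rose from 0.236 CPM to 11.7 and 6.00 (log2 fold change 5.22, standard error 0.60, adjusted p = 0.00223).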

We found over 3-fold upregulation of stearoyl-CoA desaturase (*SCD*), encoding for a rate-limiting enzyme in the biosynthesis of monounsaturated fatty acids, in the tamoxifen-resistant T-47Ds (Additional file 7). Whether it alone is able to induce the increase in TGs, remains to be investigated. In line with this speculation, *SCD* overexpression has been observed, in different cell types as well as in tamoxifen-induced hepatocyte steatosis, to significantly increase the rate of triglyceride synthesis [61]. The compounds directly affecting lipid metabolism, such as C75, Bezafibrate, T 0070907, TO901317, and Orlistat, had no or only little effect on cell viability or the lipid phenotype (Fig. 4 and Additional files 9 and 10). This suggests that the T-47D cells are able to compensate the drug-induced lipid imbalance with several mechanisms, which would be compelling to study in depth.

## Conclusion

Taken together, our results highlight that tamoxifen resistant cell lines can potentially be used as a representative model for studies of tamoxifen-resistant patients. We propose that the breast cancer cells can acquire tamoxifen resistance by dysregulation of different cellular pathways, dependent on their individual molecular phenotypes. Here, we highlight the inhibition of lysosomal membrane permeabilization as one of the mechanisms to avoid cell death, whereas an increase in neutral lipids may enable the further survival of these cells. We further propose that drugs targeting cellular antioxidation machinery may be able to overcome tamoxifen resistance. However, investigating the relevance of the proposed mechanism of acquired resistance in patients remains a challenge. Given the vulnerability of tamoxifen resistant cells to approved drugs such as disulfiram and dasatinib, it would be interesting to investigate whether these compounds could also be effective in clinical trials in tamoxifen-resistant breast cancer patients.

## Additional files

Additional file 1: Antibodies used in this study. (XLSX 10 kb)

Additional file 2: Drugs used in this study. (XLSX 11 kb)

Additional file 3: Statistical analysis of triglycerides, free cholesterol and cholesterol esters, LMP assay, and LipidToxGreen staining. (XLSX 38 kb)

Additional file 4: RNA-sequencing statistics. (XLSX 10 kb)

Additional file 5: **Figure S1.** Tamoxifen-resistant cell lines display distinct expression changes. Tamoxifen-resistant clones derived from same parental cells (A) and of the luminal A subtype (B) differ in their expression changes. Venn diagrams show overlap in numbers and percentage of genes that are differentially expressed. (PDF 363 kb)

Additional file 6: Detected fusion genes of parental and tamoxifen-resistant cell lines. (XLSX 40 kb)

Additional file 7: Batch corrected CPM counts of cell lines and patients. (TXT 28313 kb)

Additional file 8: Enriched pathways with adjusted *p* < 0.001. (XLSX 22 kb)

Additional file 9: Drug Sensitivity Scores [42] of CTG measurement and cell count. Max.Conc [nM] = maximum concentration, Min.Conc [nM] = minimum concentration, MAX = maximum % inhibition, D1 [% inhibition]… D5 [% inhibition] = % inhibition from the lowest (D1) to the highest drug concentration (D5). (XLSX 27 kb)

Additional file 10: Mean of the mean LipidToxGreen intensity values. (XLSX 59 kb)

## Abbreviations

DSRT: Drug sensitivity and resistance testing
ER: Estrogen receptor
LMP: Lysosomal membrane permeabilization
ROS: Reactive oxygen species

## References

[1] Jordan VC (2003). Tamoxifen: a most unlikely pioneering medicine. Nat Rev Drug Discov.

[2] Ring A, Dowsett M (2004). Mechanisms of tamoxifen resistance. Endocr Relat Cancer.

[3] Karnik PS, Kulkarni S, Liu XP, Budd GT, Bukowski RM (1994). Estrogen receptor mutations in tamoxifen-resistant breast cancer. Cancer Res.

[4] Toy W, Shen Y, Won H, Green B, Sakr RA, Will M (2013). ESR1 ligand-binding domain mutations in hormone-resistant breast cancer. Nat Genet.

[5] Robinson DR, Wu Y-M, Vats P, Su F, Lonigro RJ, Cao X (2013). Activating ESR1 mutations in hormone-resistant metastatic breast cancer. Nat Genet.

[6] Giacinti L, Claudio PP, Lopez M, Giordano A (2006). Epigenetic information and estrogen receptor alpha expression in breast cancer. Oncologist.

[7] Gee JM, Robertson JF, Gutteridge E, Ellis IO, Pinder SE, Rubini M (2005). Epidermal growth factor receptor/HER2/insulin-like growth factor receptor signalling and oestrogen receptor activity in clinical breast cancer. Endocr Relat Cancer.

[8] Osborne CK, Schiff R (2011). Mechanisms of endocrine resistance in breast cancer. Annu Rev Med.

[9] Caleffi M, Fentiman IS, Clark GM, Wang DY, Needham J, Clark K (1988). Effect of tamoxifen on oestrogen binding, lipid and lipoprotein concentrations and blood clotting parameters in premenopausal women with breast pain. J Endocrinol.

[10] McDonald CC, Alexander FE, Whyte BW, Forrest AP, Stewart HJ (1995). Cardiac and vascular morbidity in women receiving adjuvant tamoxifen for breast cancer in a randomised trial. The Scottish Cancer trials breast group. BMJ.

[11] Nishino M, Hayakawa K, Nakamura Y, Morimoto T, Mukaihara S (2003). Effects of tamoxifen on hepatic fat content and the development of hepatic steatosis in patients with breast cancer: high frequency of involvement and rapid reversal after completion of tamoxifen therapy. AJR Am J Roentgenol.

[12] Kedjouar B, de Médina P, Oulad-Abdelghani M, Payré B, Silvente-Poirot S, Favre G (2004). Molecular characterization of the microsomal tamoxifen binding site. J Biol Chem.

[13] Payré B, de Medina P, Boubekeur N, Mhamdi L, Bertrand-Michel J, Tercé F (2008). Microsomal antiestrogen-binding site ligands induce growth control and differentiation of human breast cancer cells through the modulation of cholesterol metabolism. Mol Cancer Ther.

[14] Bekele RT, Venkatraman G, Liu R-Z, Tang X, Mi S, Benesch MGK (2016). Oxidative stress contributes to the tamoxifen-induced killing of breast cancer cells: implications for tamoxifen therapy and resistance. Sci Rep.

[15] Pavlova NN, Thompson CB (2016). The emerging hallmarks of Cancer metabolism. Cell Metab.

[16] Bacci M, Giannoni E, Fearns A, Ribas R, Gao Q, Taddei ML (2016). miR-155 drives metabolic reprogramming of ER+ breast Cancer cells following long-term estrogen deprivation and predicts clinical response to aromatase inhibitors. Cancer Res.

[17] Chen C-L, Uthaya Kumar DB, Punj V, Xu J, Sher L, Tahara SM (2016). NANOG metabolically reprograms tumor-initiating stem-like cells through tumorigenic changes in oxidative phosphorylation and fatty acid metabolism. Cell Metab.

[18] Zaidi N, Lupien L, Kuemmerle NB, Kinlaw WB, Swinnen JV, Smans K (2013). Lipogenesis and lipolysis: the pathways exploited by the cancer cells to acquire fatty acids. Prog Lipid Res.

[19] Tiwary R, Yu W, de Graffenried LA, Sanders BG, Kline K (2011). Targeting cholesterol-rich microdomains to circumvent tamoxifen-resistant breast cancer. Breast Cancer Res.

[20] Borgquist S, Giobbie-Hurder A, Ahern TP, Garber JE, Colleoni M, Láng I (2017). Cholesterol, cholesterol-lowering medication use, and breast Cancer outcome in the BIG 1-98 study. J Clin Oncol Off J Am Soc Clin Oncol.

[21] Kangaspeska S, Hultsch S, Jaiswal A, Edgren H, Mpindi J-P, Eldfors S (2016). Systematic drug screening reveals specific vulnerabilities and co-resistance patterns in endocrine-resistant breast cancer. BMC Cancer.

[22] McBryan J, Fagan A, McCartan D, Bane FT, Varešlija D, Cocchiglia S (2015). Transcriptomic profiling of sequential tumors from breast Cancer patients provides a global view of metastatic expression changes following endocrine therapy. Clin Cancer Res Off J Am Assoc Cancer Res.

[23] Subik K, Lee J-F, Baxter L, Strzepek T, Costello D, Crowley P (2010). The expression patterns of ER, PR, HER2, CK5/6, EGFR, Ki-67 and AR by Immunohistochemical analysis in breast Cancer cell lines. Breast Cancer Basic Clin Res.

[24] Kumar A, Kankainen M, Parsons A, Kallioniemi O, Mattila P, Heckman CA (2017). The impact of RNA sequence library construction protocols on transcriptomic profiling of leukemia. BMC Genomics.

[25] Nicorici D, Satalan M, Edgren H, Kangaspeska S, Murumagi A, Kallioniemi O, et al. FusionCatcher - a tool for finding somatic fusion genes in paired-end RNA-sequencing data. bioRxiv. 2014:011650.

[26] Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M (2013). NCBI GEO: archive for functional genomics data sets--update. Nucleic Acids Res.

[27] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinforma Oxf Engl..

[28] Smedley D, Haider S, Durinck S, Pandini L, Provero P, Allen J (2015). The BioMart community portal: an innovative alternative to large, centralized data repositories. Nucleic Acids Res.

[29] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[30] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinforma Oxf Engl.

[31] Smyth GK, Speed T (2003). Normalization of cDNA microarray data. Methods San Diego Calif.

[32] Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics.

[33] Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res.

[34] Bligh EG, Dyer WJ (1959). A rapid method of total lipid extraction and purification. Can J Biochem Physiol.

[35] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH image to ImageJ: 25 years of image analysis. Nat Methods.

[36] Vanier MT, Latour P (2015). Laboratory diagnosis of Niemann-pick disease type C: the filipin staining test. Methods Cell Biol.

[37] Grandl M, Schmitz G (2010). Fluorescent high-content imaging allows the discrimination and quantitation of E-LDL-induced lipid droplets and Ox-LDL-generated phospholipidosis in human macrophages. Cytom Part J Int Soc Anal Cytol.

[38] Abdesselem H, Madani A, Hani A, Al-Noubi M, Goswami N, Ben Hamidane H (2016). SIRT1 limits adipocyte hyperplasia through c-Myc inhibition. J Biol Chem.

[39] Leivonen S-K, Mäkelä R, Ostling P, Kohonen P, Haapa-Paananen S, Kleivi K (2009). Protein lysate microarray analysis to identify microRNAs regulating estrogen receptor signaling in breast cancer cell lines. Oncogene.

[40] Aits S, Jäättelä M, Nylandsted J (2015). Methods for the quantification of lysosomal membrane permeabilization: a hallmark of lysosomal cell death. Methods Cell Biol.

[41] Pemovska T, Kontro M, Yadav B, Edgren H, Eldfors S, Szwajda A (2013). Individualized systems medicine strategy to tailor treatments for patients with chemorefractory acute myeloid leukemia. Cancer Discov.

[42] Yadav B, Pemovska T, Szwajda A, Kulesskiy E, Kontro M, Karjalainen R (2014). Quantitative scoring of differential drug sensitivity for individually optimized anticancer therapies. Sci Rep.

[43] Smith K, Li Y, Piccinini F, Csucs G, Balazs C, Bevilacqua A (2015). CIDRE: an illumination-correction method for optical microscopy. Nat Methods.

[44] Kamentsky L, Jones TR, Fraser A, Bray M-A, Logan DJ, Madden KL (2011). Improved structure, function and compatibility for CellProfiler: modular high-throughput image analysis software. Bioinforma Oxf Engl..

[45] Rochefort H, Capony F, Augereau P, Cavailles V, Garcia M, Morisset M (1987). The estrogen-regulated 52K-cathepsin-D in breast cancer: from biology to clinical applications. Int J Rad Appl Instrum B.

[46] Long BJ, van den Berg HW (1996). Reduced levels of cathepsin D associated with tamoxifen resistance and estrogen independence in the ZR-75-1 human breast cancer cell line. Cancer Lett.

[47] Galluzzi L, Bravo-San Pedro JM, Kroemer G (2014). Organelle-specific initiation of cell death. Nat Cell Biol.

[48] Chan HJ, Li H, Liu Z, Yuan Y-C, Mortimer J, Chen S (2015). SERPINA1 is a direct estrogen receptor target gene and a predictor of survival in breast cancer patients. Oncotarget.

[49] Luo X, Cheng C, Tan Z, Li N, Tang M, Yang L (2017). Emerging roles of lipid metabolism in cancer metastasis. Mol Cancer.

[50] Suárez Y, Fernández C, Gómez-Coronado D, Ferruelo AJ, Dávalos A, Martínez-Botas J (2004). Synergistic upregulation of low-density lipoprotein receptor activity by tamoxifen and lovastatin. Cardiovasc Res.

[51] Appelqvist H, Nilsson C, Garner B, Brown AJ, Kågedal K, Ollinger K (2011). Attenuation of the lysosomal death pathway by lysosomal cholesterol accumulation. Am J Pathol.

[52] Fehrenbacher N, Bastholm L, Kirkegaard-Sørensen T, Rafn B, Bøttzauw T, Nielsen C (2008). Sensitization to the lysosomal cell death pathway by oncogene-induced down-regulation of lysosome-associated membrane proteins 1 and 2. Cancer Res.

[53] Aits S, Jäättelä M (2013). Lysosomal cell death at a glance. J Cell Sci.

[54] Liaudet-Coopman E, Beaujouin M, Derocq D, Garcia M, Glondu-Lassis M, Laurent-Matha V (2006). Cathepsin D: newly discovered functions of a long-standing aspartic protease in cancer and apoptosis. Cancer Lett.

[55] ClinicalTrials.gov, NCT03323346. Phase II Trial of Disulfiram With Copper in Metastatic Breast Cancer - ClinicalTrials.gov. https://clinicaltrials.gov/ct2/show/NCT03323346. Accessed 14 Feb 2018.

[56] Simões BM, O’Brien CS, Eyre R, Silva A, Yu L, Sarmiento-Castro A (2015). Anti-estrogen resistance in human breast tumors is driven by JAG1-NOTCH4-dependent Cancer stem cell activity. Cell Rep.

[57] Hangauer MJ, Viswanathan VS, Ryan MJ, Bole D, Eaton JK, Matov A (2017). Drug-tolerant persister cancer cells are vulnerable to GPX4 inhibition. Nature.

[58] Aon MA, Bhatt N, Cortassa SC (2014). Mitochondrial and cellular mechanisms for managing lipid excess. Front Physiol.

[59] Beloribi-Djefaflia S, Vasseur S, Guillaumond F (2016). Lipid metabolic reprogramming in cancer cells. Oncogene.

[60] Qiu B, Ackerman D, Sanchez DJ, Li B, Ochocki JD, Grazioli A (2015). HIF2α-dependent lipid storage promotes endoplasmic reticulum homeostasis in clear-cell renal cell carcinoma. Cancer Discov..

[61] Zhao F, Xie P, Jiang J, Zhang L, An W, Zhan Y (2014). The effect and mechanism of tamoxifen-induced hepatocyte steatosis in vitro. Int J Mol Sci.

How the deposited data were processed for this re-analysis (not part of the article)

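The data are RNA-sequencing libraries of 4 parental breast cancer cell lines (T-47D, BT-474, MCF-7 and ZR-75-1) and of 7 tamoxifen-resistant variants (MCF-7 Tam1, and Tam1 and Tam2 of each other line), 11 libraries in all. Resistant cells were kept in 1 µM 4-OH-tamoxifen and parental cells were not. The authors made strand-specific paired-end libraries after ribosomal RNA depletion, aligned them with STAR 2.3.0e to GRCh38, also used Picard 1.63, and counted reads per Ensembl gene with subread. Whether the counting used the strand is not stated. Each deposited table holds whole counts, log2 CPM with TMM normalization over cell lines and tumours together, and log2 CPM corrected with limma for the study of origin, all made by the authors in R 3.3.0. Only the counts entered the values reported at the claims. The 8 deposited tables of patient tumours were not used.

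The counts summed to 30857748 to 75013457 per library (median 50259852). Totals per library were 48419811 for MCF-7, 57925533 for MCF-7 Tam1, 46929605 for T-47D, 48634372 and 49913262 for its Tam1 and Tam2, 50259852 for ZR-75-1, 75013457 and 59763367 for its variants, 54675181 for BT-474, and 57324255 and 30857748 for its variants. A count of 0 was read as up to 3 counts, or 0.0483 to 0.103 CPM. Ratios of single libraries carry exact (Clopper-Pearson) 95% intervals, and intervals and floors cover counting error only. Of 60619 gene IDs, 56434 (93.1%) were found in GENCODE v44, which gave symbols, places and classes, with 19578 protein-coding IDs. A further ID carried the same symbol for 2201 IDs, and a gene of the lists was looked up by its GENCODE symbol first and by the files' own symbol otherwise.

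CPM and log2 CPM (prior count 0.25) were computed with TMM factors (0.817 to 1.284) of edgeR 4.0.16 in R 4.3.3. The study's rule, a log2 ratio of at least 1 in size and a CPM difference of at least 10 from the parental library, was applied to all genes. The authors' batch correction and their filter on genes with low expression need the tumour libraries and were not repeated. The overlap of Tam1 and Tam2 was the number of genes passing in both over the number passing in either. It was set beside independent lists of the same sizes and beside 100 negative binomial simulations of unchanged variants, which used the trended dispersion of the pooled fit and the mean of the line's 3 libraries.

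Tests used edgeR's quasi-likelihood fit on the counts. The pooled fit had 8 groups (line by status) over 11 libraries, 3 residual and 7.04 prior degrees of freedom, a biological coefficient of variation of 0.259 and 30374 genes kept by filterByExpr with a minimum count of 10. Its spread comes from the Tam1 and Tam2 pairs of 3 lines, and single libraries were assumed to vary like them. The change in a line was also tested against the mean change of the other lines. A common change was tested in 8 profiles (each parental library, and the summed variants of each line) with cell line as a block, over 23293 genes. Benjamini-Hochberg adjusted p values under 0.05 were called. Standard errors were derived from the test, as the size of the log2 fold change divided by the square root of the F value. They are not separate estimates and need not cover the counting error of genes with few counts.

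The 36 gene lists (933 genes) were tested as sets with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. For a single variant, a list's median log2 ratio was ranked among 10000 random lists of matched expression, with no p. The names of genes in the paper's figures and Additional file 8 had been seen when the lists were written. Genes named in the text are, for T-47D, up to 8 with the largest rise and 8 with the largest fall among protein-coding genes that were called and passed the study's rule in the same direction in every variant, and up to 5 and 5 for other lines and for the common change. To these were added up to 4 called members of each list, or the 2 largest where none was called, every cholesterol biosynthesis gene, every gene the paper names, and the genes shared by all luminal A variants. The text gives a part of these genes. FZD4, NPNT, RAB30, SALL4 and SLC6A14 were named after their values were seen, as was PGR in T-47D.

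The methods were tested on simulated data with 200 changed genes. At log2 changes of 1, 2 and 3, the T-47D comparison recovered 11.9, 82.1 and 98.5% of the changed genes and called 4 unchanged ones, and the common comparison recovered 76.1, 100 and 100% and called 7. For the common comparison each changed gene was given the same log2 change in all 4 lines. The changed genes were drawn from those expressed in every parental line. No other gene changed in any line, and the spread was that of the pooled fit. Recovery in the common comparison therefore does not cover changes whose size differs between the lines. Nor does it cover genes of low expression or a spread that holds changes of single lines. It does not show how many common changes the real test could find. The study's rule passed 128 and 155 unchanged genes in simulated T-47D Tam1 and Tam2. With no gene changed, the BT-474 comparison called 0.

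The alternatives were DESeq2 1.42.0 (its Wald test, and its size factors in edgeR), no normalization factor, a prior count of 2, no filter or a filter at log2 CPM above 1, robust dispersion, a test against a log2 fold change of 1 (glmTreat), protein-coding genes alone with library totals over them, a CPM difference of at least 20 or no minimum with a log2 CPM above 0 in at least 1 of the 2 libraries, and leaving out libraries or cell lines. The authors' deposited log2 CPM, with and without batch correction, and totals without MT-RNR1 and MT-RNR2 were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.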

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

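The tests of an effect of 4-OH-tamoxifen shared by all lines, of a factor that shifts all genes of a library alike, of the direction of the mitochondrial share and of totals without MT-RNR1 and MT-RNR2 were chosen only after the data were seen, and the other tests of explanations in this part were set before.

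Of the 36 gene lists, each with 7 variants, 2 had a variant whose median log2 ratio lay far from the others by Dixon's test, where chance gives about 1 in 20. None of the 8 groups of library measures had such a library. The mRNA splicing list had a median of -1.08 in MCF-7 Tam1 and of -0.14 to 0.24 in the other variants. The list of tamoxifen metabolism and drug efflux had a median of 0.66 in BT-474 Tam1 and of -0.41 to 0 in the others.

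The change of resistant against parental cells differed between T-47D and the mean of the other lines for 266 genes in the pooled fit (1047 with DESeq2 and 1349 with no filter), and for 16 of 36 lists by camera. No list call held with an estimated correlation (adjusted p = 0.5 to 0.632). More positive in T-47D were hypoxia and glycolysis (adjusted p = 1.93e-12), cholesterol biosynthesis (1.88e-11), antioxidant enzymes (5.33e-07), the unfolded protein and integrated stress response (2.48e-06), fatty acid synthesis and desaturation (0.00015), proteasome (0.00015), mRNA splicing (0.000182), triglyceride synthesis and lipid droplets (0.0009), cholesterol uptake and sterol sensing (0.00129), heat shock and chaperonin (0.00129), interferon response (0.00311), lysosome (0.00311) and luminal identity (0.0262). More negative were mitosis (0.00015), mitochondrially encoded genes (0.00158) and estrogen receptor targets (0.0198). Such a difference can come from the other lines. In T-47D Tam1 and Tam2 the medians were 0.01 and 0.03 for mRNA splicing, -0.08 and 0.10 for heat shock and chaperonin, and 0.08 and 0.15 for proteasome. In MCF-7 Tam1, the lowest of the variants, they were -1.08, -0.93 and -0.79. Mitochondrially encoded genes had -0.67 and 0.27 in the T-47D variants and 0.89 in MCF-7 Tam1, the highest.

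Mitosis genes were lower in MCF-7 Tam1 and higher in both ZR-75-1 variants. Against the other lines, the list was more negative in MCF-7 (median difference -1.39, adjusted p = 1.9e-21; adjusted p = 0.698 with an estimated correlation) and more positive in ZR-75-1 (1.57, adjusted p = 7.33e-39; adjusted p = 0.403 with an estimated correlation). Leaving out MT-RNR1 and MT-RNR2 gave medians of -1.31, 1.18 and 0.737 and moved them by at most 0.035, so it tested nothing about the share of mitochondrial ribosomal RNA. A factor that shifts all genes of a library alike is argued against, since 0 of 10000 random lists matched on expression lay as far out in any of the 3 variants. Gene length and GC content are argued against as well, since 0 of 10000 random lists matched on expression and length, and 0 matched on expression and GC content, lay as far out in any of the 3 variants. An influence of the mitochondrial ribosomal RNA share that runs the same way in all lines is argued against as the cause of both moves, since the share was higher than in the parental line in all 3 variants (44.5% beside 23.7% in MCF-7 Tam1, 48.7% and 49.6% beside 42.0% in ZR-75-1), while the list fell in MCF-7 Tam1 and rose in ZR-75-1. An influence of the share on the fall in MCF-7 Tam1 alone, other than through a factor for all genes, stays open and untested. So do a difference between the lines in resistance and the drug in the medium of the resistant cells. A parental library that differs from the variants by chance stays open as well. MCF-7 has 1 library of each kind, and both ZR-75-1 variants were compared with 1 parental library.

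Cholesterol biosynthesis genes were higher in both T-47D variants and rose there as a set (adjusted p = 9.53e-09; adjusted p = 0.514 with an estimated correlation). Length and GC content are argued against, with 0 of 10000 matched random lists as far out for either. An effect of the drug that all 4 lines share stays open. The median was below 0 in 4 of the 5 variants of the other lines (-0.23 in MCF-7 Tam1, -0.02 and -0.35 in ZR-75-1, 0.18 and -0.06 in BT-474), but among random lists of matched expression it was low in ZR-75-1 alone (percentiles 1.68 and 0, beside 40.85 in MCF-7 Tam1 and 97.27 and 69.88 in BT-474). In the common comparison, which includes T-47D, the list rose (adjusted p = 0.0466; adjusted p = 0.785 with an estimated correlation). An effect of the drug on T-47D alone, resistance in T-47D, and a parental library that differs from the variants by chance stay open as well, as each line has a single parental library.

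For the common change, 0 genes were called in the real grouping of the 8 profiles. With a count of 0, the other splits could not test this grouping against chance, as all 32 of the 35 splits that could be fitted gave at least as many by construction. The highest of the other splits, which parted 2 of the 4 pairs, gave 52 genes, and the highest among those that part all 4 pairs gave 1. The 52 genes came from 2 splits that, with cell line as a block, both compare resistant with parental cells in MCF-7 and T-47D alone. This is a structure of the samples that includes any change these 2 lines share.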

How the results depend on the processing

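The alternatives that use the authors' deposited values or leave out MT-RNR1 and MT-RNR2 were chosen after seeing the data. No called gene changed direction in any setting. For genes in the pooled fit, 6050 of 6802 alternative values kept their side of the threshold, 507 lost it and 245 gained it. Of 910 ratios of single variants, 767 stayed within their counting interval. Of 285 alternatives for lists, 161 kept the call, 123 lost it and 1 reversed, tamoxifen metabolism and drug efflux in ZR-75-1 with the log2 CPM filter (adjusted p = 0.317, from 0.00291), and the cause was not tested. Over the comparisons, 119 of 193 alternatives kept the result. Causes were not tested unless given.

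By the study's rule, no normalization factor gave 2481 genes in MCF-7 Tam1 and 282 in BT-474 Tam1. It moved the log2 ratios of genes, and the median of these moves was -0.42 in MCF-7 Tam1 and -0.14 and -0.35 in T-47D. That median was -0.26 and -0.22 in ZR-75-1 and -0.40 and -0.21 in BT-474. With DESeq2 size factors it was at most 0.07 in size. No minimum CPM difference, with a log2 CPM above 0 in at least 1 of the 2 libraries instead, gave 3496 in MCF-7 Tam1, 3588 and 3090 in T-47D, 982 and 742 in ZR-75-1 and 1045 and 1230 in BT-474, and a difference of at least 20 gave 822, 651, 618, 90, 52, 113 and 125. Batch-corrected values gave 158 in ZR-75-1 Tam2 and 303 in BT-474 Tam1, and totals without MT-RNR1 and MT-RNR2 gave 162 in ZR-75-1 Tam2. With no normalization factor the mean share of higher genes was 25.1%, in place of 57.8%. The T-47D share was 38.5% with no minimum. In all 4 lines, 7 genes passed with no minimum and 4 when 1 variant per line was enough. In luminal A, 2 passed with no normalization factor, 38 with no minimum, 28 with 1 variant per line and 2 with a single direction.

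In the pooled fit, DESeq2's Wald test gave 2047 genes in T-47D, 2150 in MCF-7, 75 in ZR-75-1 and 210 in BT-474, and no filter gave 2897, 2248, 274 and 482, where the prior degrees of freedom became infinite. The glmTreat test gave 329, 167, 0 and 2. The log2 CPM filter gave 0 in ZR-75-1 and 6 in BT-474, and genes and totals from protein-coding genes 0 and 1. Without T-47D Tam1 or Tam2 the counts were 2649 or 3463 in T-47D, 3327 or 3363 in MCF-7, 162 or 170 in ZR-75-1 and 409 or 442 in BT-474, and the coefficient of variation was 0.18 in place of 0.259. Without ZR-75-1 Tam1 or Tam2 (0.277) they were 550 or 564, 244 or 249, 0 and 2, and without BT-474 Tam1 or Tam2 (0.294) 446 or 464, 182 or 181, 0 and 0. Of the called genes, 445 to 1035 of 1037 in T-47D, 180 to 659 of 659 in MCF-7, 0 to 4 of 4 in ZR-75-1 and 0 to 13 of 13 in BT-474 kept their call. The common change gave 131 genes with DESeq2, 404 with no filter and 0 to 1 with a line left out (1 without BT-474). The T-47D difference gave 1047 with DESeq2 and 1349 with no filter.

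The cholesterol biosynthesis set had an adjusted p of 0.514 by camera with an estimated correlation and 0.0972 by fry. Over the 11 members the paper does not name, camera gave 0.228. That setting takes out the genes that changed in these libraries, so its lost call does not test the set. Camera gave 5.48e-09 with DESeq2 size factors, 1.94e-10 with the log2 CPM filter and 7.51e-09 without MT-RNR1 and MT-RNR2. The set kept its direction with either T-47D variant left out. Depth limits genes near 0.0483 to 0.103 CPM, where a count of 0 says little.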

Differences from the paper's values

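All alternatives named here were set before the data were examined, apart from the authors' deposited log2 CPM, with and without batch correction, and totals without MT-RNR1 and MT-RNR2, which were chosen after seeing the values. The thresholds are the study's own (log2 ratio of 1, CPM difference of 10). A value came within range where neither it nor the paper's was more than 1.5 times the other. The protein-coding alternative took both the genes and the library totals from protein-coding genes, and the alternative with no minimum CPM difference asked for a log2 CPM above 0 in at least 1 of the 2 libraries instead.

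In BT-474 Tam1, the paper's Table 1 gives 303 changed genes and the counts gave 184. The values came within range with no normalization factor (282) and with genes and totals from protein-coding genes (260). They did not with DESeq2 size factors (184), a prior count of 2 (184), the log2 CPM filter (159), no minimum CPM difference (1045) or a difference of at least 20 (113). The paper gives 195 higher genes there, beside 119. Protein-coding genes and totals came within range (150), and DESeq2 size factors (118), no normalization factor (46), a prior count of 2 (119), the filter (104), no minimum (612) and a difference of at least 20 (81) did not. For lower genes the paper gives 108, beside 65. Protein-coding genes and totals came within range (110), and DESeq2 size factors (66), no normalization factor (236), a prior count of 2 (65), the filter (55), no minimum (433) and a difference of at least 20 (32) did not.

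In BT-474 Tam2, the paper gives 177 lower genes and the counts gave 116. No normalization factor (249) and protein-coding genes and totals (155) came within range. DESeq2 size factors (100), a prior count of 2 (115), the filter (102), no minimum (620) and a difference of at least 20 (55) did not.

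In ZR-75-1 Tam1, the paper gives 89 lower genes and the counts gave 54. No normalization factor (94) and protein-coding genes and totals (88) came within range, while DESeq2 size factors (55), a prior count of 2 (54), the filter (40), no minimum (440) and a difference of at least 20 (32) did not. In ZR-75-1 Tam2, the paper gives 158 changed genes, beside 102. No normalization factor (111) and protein-coding genes and totals (153) came within range, while DESeq2 size factors (103), a prior count of 2 (101), the filter (76), no minimum (742) and a difference of at least 20 (52) did not. The paper gives 90 lower genes there, beside 55. No normalization factor (93) and protein-coding genes and totals (86) came within range, while DESeq2 size factors (55), a prior count of 2 (55), the filter (38), no minimum (435) and a difference of at least 20 (32) did not.

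The authors' deposited batch-corrected log2 CPM, an alternative chosen after seeing the values, gave the total, higher and lower counts of Table 1 in 7 of 7 variants and dropped 0 of the paper's 5 luminal A genes. The paper's methods name this correction. The deposited log2 CPM without it gave them in 0 of 7. All counts named above nonetheless came within range with the deposited log2 CPM before correction (261 changed, 174 higher and 87 lower in BT-474 Tam1, 171 lower in BT-474 Tam2, 75 lower in ZR-75-1 Tam1, 148 changed and 88 lower in ZR-75-1 Tam2) and with totals without MT-RNR1 and MT-RNR2 (273, 169, 104, 148, 83, 162 and 97, in the same order), both chosen after seeing the values and each dropping 3 of the paper's 5 luminal A genes.

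The paper states that the T-47D variants had more changed genes than a stated minimum, and the counts gave 1087 and 988, fewer than that minimum. Both variants lay above it with genes and totals from protein-coding genes (1392 and 1218), no normalization factor (1221 and 1205) and no minimum CPM difference (3588 and 3090), and below it with DESeq2 size factors (1091 and 979), a prior count of 2 (1082 and 986), the log2 CPM filter (962 and 871) and a difference of at least 20 (651 and 618). The deposited log2 CPM before correction gave 1403 and 1202 and totals without MT-RNR1 and MT-RNR2 gave 1477 and 1264, both chosen after seeing the values and each dropping 3 of the paper's 5 luminal A genes, and the batch-corrected values, chosen after seeing the values and dropping 0 of the paper's 5 luminal A genes, gave 1425 and 1239. MCF-7 Tam1 lay above that minimum with 1274.

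The paper names SERPINA1, PLXDC2, NAV1, DOCK10 and LRP1 as changed in all luminal A variants. SERPINA1 and PLXDC2 passed in all 5 variants, with IGFBP5 and SEPT10, which the paper does not name. NAV1 passed in ZR-75-1 Tam1, DOCK10 in both T-47D variants, and LRP1 in MCF-7 Tam1 and T-47D Tam2. With no minimum CPM difference 38 genes passed, among them all 5 of the paper's, and the batch-corrected values, chosen after seeing the values, gave these 5 and dropped 0 of them.

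The paper calls these genes concordant, and of its 5 only PLXDC2 and LRP1 had a single direction over the 5 variants. The paper reports ABCA1 as lower in the resistant T-47D cells and writes that its sequencing implicated a higher PPARG. It speculates that these cells reduce oxidative stress through higher SOD1. ABCA1 was 9.83-fold and 2.80-fold lower without passing the rule or the test, SOD1 was 1.70-fold and 1.76-fold higher without passing either, and PPARG passed the test, and the rule in Tam1.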

Other observations

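The test of the batch-corrected values was chosen only after the result was seen.

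In T-47D, lists of protein folding stress, lysosomes, interferon and extracellular matrix rose as sets. Of 28 genes of the unfolded protein and integrated stress response 4 rose and 0 fell (median log2 fold change 0.69, adjusted p = 5.34e-06; adjusted p = 0.514 with an estimated correlation), among them DDIT3, the CHOP transcription factor, from 12.1 CPM to 47.1 and 51.8 (adjusted p = 0.00509). Of 52 lysosome genes 8 rose and 2 fell (median 0.78, adjusted p = 8.92e-07; adjusted p = 0.514 with an estimated correlation). FUCA1, a lysosomal fucosidase, rose from 11.0 CPM to 51.2 and 36.1 (adjusted p = 0.00971), while HEXA, a subunit of hexosaminidase, fell from 3.15 to 0.107 and 0.364 (adjusted p = 0.00223). Of 30 interferon response genes 5 rose and 0 fell (median 1.28, adjusted p = 0.00019; adjusted p = 0.611 with an estimated correlation), and of 41 extracellular matrix genes 4 rose and 2 fell (median 0.95, adjusted p = 0.00019; adjusted p = 0.441 with an estimated correlation). COL12A1, a fibril-associated collagen, fell from 917.4 CPM to 31.7 and 7.56 (adjusted p = 0.00221), a call lost with robust dispersion estimation (adjusted p = 0.0728). The mitosis list fell (median -0.50, adjusted p = 8.92e-07; adjusted p = 0.62 with an estimated correlation), and so did DNA replication (-0.21, adjusted p = 0.00757; adjusted p = 0.773 with an estimated correlation). Mesenchymal transition (0.75, adjusted p = 0.0285), abundant small non-coding RNA genes (0.41, adjusted p = 0.0385) and MHC class I (0.34, adjusted p = 0.0451) rose, with adjusted p = 0.514, 0.611 and 0.659 with an estimated correlation.

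In MCF-7 Tam1, proteasome, DNA replication and chaperonin genes fell as sets. The median log2 fold change was -0.79 for 32 proteasome genes (adjusted p = 9.28e-12), -0.82 for 36 DNA replication genes (1.49e-11) and -0.93 for 23 heat shock and chaperonin genes (2.14e-08), each with an adjusted p = 0.45 with an estimated correlation. The antioxidant enzymes fell too (-0.58, adjusted p = 6.12e-05; adjusted p = 0.45 with an estimated correlation). Lysosome (0.76, adjusted p = 2.25e-05), cholesterol uptake (0.60, adjusted p = 0.012), extracellular matrix (0.82, adjusted p = 0.00244) and mitochondrially encoded genes (0.89, adjusted p = 0.0034) rose, with adjusted p = 0.45, 0.45, 0.356 and 0.634 with an estimated correlation. FN1, fibronectin, rose from 15.3 to 191.4 CPM (log2 fold change 3.64, adjusted p = 0.0021).

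In BT-474, abundant small non-coding RNA genes (median 0.82, adjusted p = 1.7e-08), extracellular matrix genes (0.46, adjusted p = 7.18e-06), mitochondrially encoded genes (0.50, adjusted p = 0.0103), MHC class I (0.45, adjusted p = 0.0103) and DNA replication (0.20, adjusted p = 0.0109) rose as sets. Hypoxia and glycolysis (-0.39, adjusted p = 0.000231) and proteasome (-0.19, adjusted p = 0.0308) fell. With an estimated correlation these had adjusted p = 0.464, 0.334, 0.748, 0.69, 0.769, 0.69 and 0.769. In ZR-75-1, DNA replication (0.32, adjusted p = 3.73e-06), mRNA splicing (0.17, adjusted p = 0.00291), proteasome (0.13, adjusted p = 0.0303) and MHC class I (0.24, adjusted p = 0.0303) rose, and tamoxifen metabolism and drug efflux (-0.35, adjusted p = 0.00291, but up and not called with the log2 CPM filter, adjusted p = 0.317) and the unfolded protein response (-0.16, adjusted p = 0.0219) fell, each with adjusted p = 0.814 with an estimated correlation.

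In the common comparison of the 4 lines, 19 lists were called by camera, 13 up and 6 down, and 0 with an estimated correlation (smallest adjusted p = 0.213). Extracellular matrix genes rose (median 0.76, adjusted p = 1.85e-12; adjusted p = 0.213 with an estimated correlation), as did MHC class I (0.42, adjusted p = 3.93e-05) and axon guidance (0.43, adjusted p = 0.00156), each with adjusted p = 0.213 with an estimated correlation. By fry, which tests a list against no change and not against other genes, 2 lists differed from 0 in the common comparison. These were MHC class I (adjusted p = 0.0127 by fry) and axon guidance (adjusted p = 0.0158 by fry). In the T-47D difference luminal identity did so (adjusted p = 0.0178 by fry). Within the lines, 1 list passed by fry in T-47D and 0 in MCF-7, ZR-75-1 and BT-474.

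The other 12 lists were called neither within a line, nor in the common comparison, nor in the T-47D difference, with a smallest adjusted p of 0.0512 for galectins and lysosomal damage response, 0.0734 for mucins and O-glycosylation, 0.0852 for leukocyte markers, 0.0982 for basal and myoepithelial markers, 0.104 for fatty acid oxidation, 0.13 for aldehyde dehydrogenases and for fibroblast markers, 0.135 for the 17q12 ERBB2 amplicon, 0.157 for LXR targets and cholesterol efflux, 0.16 for acute phase and iron or copper handling, 0.184 for endothelial markers and 0.274 for growth factor receptors and ligands. Some were called when another line was set against the mean of the others. In MCF-7, galectins and lysosomal damage response and aldehyde dehydrogenases were more negative (median difference -0.625 and -0.632, each with adjusted p = 0.0402; adjusted p = 0.698 with an estimated correlation). In ZR-75-1, mucins and O-glycosylation (-0.235, adjusted p = 0.0183) and leukocyte markers (-0.866, adjusted p = 0.0377) were more negative and fatty acid oxidation (0.376, adjusted p = 0.0142) more positive, with adjusted p = 0.403, 0.403 and 0.547 with an estimated correlation.

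The paper measured Lamp1, Lamp2 and cathepsin D as proteins in T-47D. Their transcripts were LAMP1 68.8 CPM in parental cells, 93.1 in Tam1 and 113.7 in Tam2 (adjusted p = 0.266), LAMP2 91.9, 116 and 160.7 CPM (adjusted p = 0.28), and CTSD 116.4, 163.7 and 312.6 CPM (adjusted p = 0.156). GPX4, the glutathione peroxidase that RSL-3 inhibits, had 33.5, 64.0 and 70.9 CPM (adjusted p = 0.0715).

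The difference between the gene counts of Table 1 and those from the deposited counts was tested against a hypothesis, that the paper's rule was applied to its batch-corrected CPM. The correction shifts each gene's CPM, and with it the CPM difference, but not the log2 ratio. The authors' deposited batch-corrected log2 CPM gave the paper's total, higher and lower counts in 7 of 7 variants, which is consistent with this hypothesis, while the deposited log2 CPM before correction gave them in 0 of 7.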
